# *APETALA2* antagonizes the transcriptional activity of *AGAMOUS* in regulating floral stem cells in *Arabidopsis thaliana*

**DOI:** 10.1111/nph.14151

**Published:** 2016-09-08

**Authors:** Zhigang Huang, Ting Shi, Binglian Zheng, Rae Eden Yumul, Xigang Liu, Chenjiang You, Zhihong Gao, Langtao Xiao, Xuemei Chen

**Keywords:** AGAMOUS, APETALA2, floral determinacy, floral stem cells, KNUCKLES, WUSCHEL

## Abstract

- *APETALA2* (*AP2*) is best known for its function in the outer two floral whorls, where it specifies the identities of sepals and petals by restricting the expression of *AGAMOUS* (*AG*) to the inner two whorls in *Arabidopsis thaliana*. Here, we describe a role of *AP2* in promoting the maintenance of floral stem cell fate, not by repressing *AG* transcription, but by antagonizing *AG* activity in the center of the flower.
- We performed a genetic screen with *ag‐10* plants, which exhibit a weak floral determinacy defect, and isolated a mutant with a strong floral determinacy defect. This mutant was found to harbor another mutation in *AG* and was named *ag‐11*. We performed a genetic screen in the *ag‐11* background to isolate mutations that suppress the floral determinacy defect. Two suppressor mutants were found to harbor mutations in *AP2*.
- While *AG* is known to shut down the expression of the stem cell maintenance gene *WUSCHEL* (*WUS*) to terminate floral stem cell fate, *AP2* promotes the expression of *WUS*.
- *AP2* does not repress the transcription of *AG* in the inner two whorls, but instead counteracts *AG* activity.

## Introduction

The angiosperm flower is an innovation that supports sexual reproduction and consists of four types of floral organ: sepal, petal, stamen and carpel. A flower is formed from a group of undifferentiated cells known as the floral meristem. Like the shoot apical meristem (SAM), floral meristems harbor stem cells in the central zone and descendants of the stem cells that give rise to organ primordia in the peripheral zone. In both the SAM and floral meristems, a small number of cells that express the *WUSCHEL* (*WUS*) gene lie underneath the stem cells (Mayer *et al*., 1998; Schoof *et al*., 2000). The WUS protein moves out of the cells that express the gene and forms a gradient towards the stem cells, where it activates the expression of the stem cell gene *CLAVATA3* to maintain stem cell fate (Yadav *et al*., 2011; Daum *et al*., 2014).

Unlike the SAM, which maintains stem cells throughout the life of a plant, floral meristems are determinate insofar as the stem cells are only active for a defined period during which the floral organ primordia are formed. When the final floral organ primordia, carpel primordia, are formed, the floral stem cells cease to be maintained, as evidenced by the absence of subsequent organ primordia and the cessation of *WUS* expression. The timing of floral stem cell fate termination is tightly coupled with organ formation. While a wild‐type *Arabidopsis thaliana* flower consists of four sepals, four petals, six stamens and two carpels, *wus* null mutant flowers have four sepals, four petals and a single stamen as a result of the premature termination of floral stem cell fate (Laux *et al*., 1996). In contrast, failure to terminate the floral stem cells results in additional floral organs or even flowers internal to the fourth whorl. Many genes, such as *AGAMOUS* (*AG*), *CRABS CLAW* (*CRC*), *KNUCKLES* (*KNU*), *ULTRAPETALA1* (*ULT1*), *CURLY LEAF* (*CLF*), *AUXIN RESPONSE FACTOR3* (*ARF3*), *POWERDRESS* (*PWR*) and *MICRORNA172d* (*MIR172d*), promote the termination of floral stem cell fate (Bowman *et al*., 1989; Bowman & Smyth, 1999; Carles *et al*., 2004; Zhao *et al*., 2007; Prunet *et al*., 2008; Sun *et al*., 2009; Liu *et al*., 2011, 2014a,b; Yumul *et al*., 2013). The central role of the MADS domain protein AG in conferring floral determinacy is well established, as loss‐of‐function *ag* mutants continually produce floral organs, resulting in a flowers‐within‐flower phenotype (Bowman *et al*., 1989). Mutations in the other genes result in weaker floral determinacy defects or only result in floral determinacy defects in combination with other mutations. *AG* promotes floral determinacy by shutting off *WUS* expression at stage 6 of flower development (Lenhard *et al*., 2001; Lohmann *et al*., 2001), both directly at the *WUS* locus and indirectly through its target gene *KNU* (Sun *et al*., 2009; Liu *et al*., 2011).

In addition to its critical role in floral determinacy, *AG* is a master regulator in floral organ identity specification. Together with other MADS domain proteins, AG specifies stamen identify in the third whorl and carpel identity in the fourth whorl (Bowman *et al*., 1991). In *ag* null mutants, stamens and carpels are replaced by petals and sepals, respectively (Bowman *et al*., 1989). *AG* expression is restricted to the inner two floral whorls by *APETALA2* (*AP2*) (Drews *et al*., 1991), which encodes an AP2 domain transcription factor (Jofuku *et al*., 1994). In *ap2* loss‐of‐function mutants, the ectopic expression of *AG* in the outer two whorls results in the transformation of sepals and petals into reproductive organs (Bowman *et al*., 1991; Drews *et al*., 1991). *AP2* also plays a role in stem cell maintenance in the SAM independent of its function in the repression of *AG* expression (Wurschum *et al*., 2006). *AP2*, a target of miR172 (Aukerman & Sakai, 2003; Chen, 2004), has also been implicated in the control of floral stem cells. The expression of an miR172‐resistant version of *AP2* driven by its own promoter results in prolonged *WUS* expression and an indeterminate flower (Zhao *et al*., 2007). However, a role of *AP2* in promoting floral stem cell fate is not obvious in *ap2* loss‐of‐function mutants, which have fewer floral organs in the outer three whorls but the normal number of carpels (Bowman *et al*., 1989, 1991). The reduced organ number in the outer three whorls is probably linked to *AP2*'s role in repressing *AG* expression, as *ap2 ag* double mutants have normal numbers of organs in the outer three whorls (Bowman *et al*., 1989, 1991). Thus, there is no clear loss‐of‐function genetic evidence supporting a role of *AP2* in maintaining floral stem cells in the center of the flower.

Through its function as a master regulator of both organ identity and floral determinacy, *AG* coordinates various cell fate decisions in flower development. However, this raises a logistical problem: while *AG* is expressed in the inner two whorls from stage 3 and onward to specify the identities of the reproductive organs, its repression of *WUS* must not commence until stage 6 when the carpel primordia have formed. A timing mechanism involving the delayed activation of *KNU* by *AG* at stage 6 has been described (Sun *et al*., 2009, 2014), but it remains unknown whether other factors contribute to the timing of *KNU* expression. One possibility is that *AG*'s activation of *KNU* and/or repression of *WUS* is kept in check by a negative regulator. Here we show that *AP2* antagonizes *AG* in the regulation of *KNU*,* WUS* and many early floral patterning genes. In this study, we isolated an intermediate‐strength *ag* allele, *ag‐11*, which compromises the floral determinacy but not the organ identity functions of *AG*. We then performed a genetic screen in the *ag‐11* background and isolated mutations that suppressed the floral determinacy defect. Two were found to harbor mutations in *AP2*. We showed that *AP2* did not affect the levels of *AG* transcripts in the inner two floral whorls, but instead antagonized *AG* in terms of the control of *WUS* repression. Moreover, *AP2* antagonized *AG* activity in the inner two whorls even when *AG* was expressed from the cauliflower mosaic virus 35S promoter, which is not controlled by *AP2*. Therefore, we have uncovered a previously unappreciated function of *AP2* as a braking mechanism in the termination of floral stem cell maintenance. Our findings on floral stem cell regulation in the center of the flower also hint at a more complex relationship between *AP2* and *AG* beyond what the canonical model of flower development (i.e. ABC) (Bowman *et al*., 1991) and updated versions (Wollmann *et al*., 2010) suggest.

## Materials and Methods

### Plant material

All mutants and transgenic lines used in this study are in the *Arabidopsis thaliana* Landsberg *erecta* (L*er*) background. All plants were grown at 23°C under long‐day conditions (16 h : 8 h, light : dark). *ap2‐2* (Bowman *et al*., 1991), *ag‐10* (Ji *et al*., 2011), *ag‐10* ^*col*^ (Liu *et al*., 2011), *35S::AG* (Mizukami & Ma, 1992) and *35S::AP2m3* (Chen, 2004) were previously described.

### Ethyl methane sulfonate (EMS) mutagenesis and map‐based cloning

Approximately 10 000 *ag‐10* and *ag‐11* seeds were washed with 0.1% Tween 20 for 15 min, incubated with ethyl methane sulfonate (EMS; 0.2% w/v) for 12 h at room temperature and then washed three times with 10 ml of water (1 h for each wash on a rotator). The treated seeds were grown into M1 plants, and M2 seeds were harvested from the M1 plants for genetic screening. *ag‐10* enhancers were isolated based on the presence of bulged siliques throughout the plant, and *ag‐11* suppressors were isolated based on the suppression of the bulged‐silique phenotype. The mutants were backcrossed at least two times before further study. For map‐based cloning, *ag‐11* was crossed with *ag‐10* ^*Col*^ to create the mapping population. Simple sequence length polymorphism (SSLP) and cleaved‐amplified polymorphic sequence (CAPS) markers were used to map the mutations. Once *ag‐11* was mapped to an interval containing the *AG* locus, *AG* was selected as a candidate gene for sequencing. For *ag‐11* suppressors *B35* (*ag‐11 ap2‐35*) and *B43* (*ag‐11 ap2‐43*), *AP2* was selected as a candidate gene for sequencing based on the similarity of their phenotypes to *ap2* loss‐of‐function mutants.

### DNA isolation and genotyping

Two methods, cetyl trimethyl ammonium bromide DNA extraction and ‘quick & dirty’ extraction, were used for DNA isolation as described previously (Dinh *et al*., 2014). The following primer pairs and enzymes were used for genotyping: *ag‐10* (JAGp75 and JAGp76; *Bst*XI), *ag‐11* (ag‐11F and ag‐11R; *Hin*fI) and *ag‐1* (ag‐1F and ag‐1R; *Afl*II). In each case, the mutations abolish the targeted restriction site. The sequences of the PCR primers are listed in Supporting Information Table S1.

### Scanning electron microscopy

Scanning electron microscopy (SEM) imaging was performed with a Hitachi TM‐1000 tabletop scanning electron microscope (Hitachi, Tokyo, Japan) according to the manufacturer's instructions. Samples imaged by the TM‐1000 require no special preparation.

### *In situ* hybridization

*In situ* hybridization was performed as previously described (Chen *et al*., 2002). To generate the antisense *AG* probe, the plasmid pCIT565 (Yanofsky *et al*., 1990) was linearized with *Hin*dIII and used as a template for *in vitro* transcription with T7 RNA polymerase. To generate the *WUS* probe, a plasmid containing the *WUS* cDNA was used as the PCR template to generate products containing either the T7 or SP6 promoter sequence. *In vitro* transcription was performed with either T7 or SP6 RNA polymerase using the purified PCR product as the template to generate the antisense or sense probe, respectively, as previously described (Liu *et al*., 2011). The PCR primers are listed in Table S1.

### RNA isolation and real‐time RT‐PCR

Total RNA was extracted from inflorescences containing stage 7 and younger flowers using TRI reagent (MRC, Cincinnati, OH, USA), and DNA was removed using DNase I (Roche). RevertAid Reverse Transcriptase (Thermo Fisher Scientific, Waltham, MA, USA) was used to synthesize cDNA. Quantitative PCR was performed in triplicate using the Bio‐Rad CFX‐96 Real‐time PCR system and iQ SYBR Green Supermix (Bio‐Rad). All procedures were performed according to the manufacturers' instructions. The primers used for real‐time reverse transcription−polymerase chain reaction (RT‐PCR) are listed in Table S1.

### RNA‐seq analysis

Total RNA was extracted from inflorescence tissue containing stage 7 and younger flowers using TRI reagent (MRC). Five micrograms of total RNA was used to isolate mRNA using the NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module (NEB, Ipswich, MA, USA). RNA‐seq libraries were constructed using the NEBNext^®^ mRNA Library Prep Reagent Set for Illumina (NEB) following the manufacturer's protocols. Twelve libraries (three replicates for each sample) were pooled and sequenced on an Illumina HiSeq 2500 (Illumina, San Diego, CA, USA) platform at the UCR Genomics Core Facility. Reads that passed Illumina's quality control filters were further processed. Unique reads were mapped to the L*er* genome (Gan *et al*., 2011) using tophat v.2.0.13 (Kim *et al*., 2013), with no mismatches permitted. Reads in gene regions were counted using an in‐house Perl script. The expression fold‐change of each gene was calculated using the R package DESeq2 (Love *et al*., 2014) between L*er* and *ag‐11*,* ag‐11* and *ag‐11 ap2‐35*, and *ag‐11* and *ag‐11 ap2‐43*, with the threshold for differentially expressed (DE) genes set to a fold‐change of 1.5 and a *P*‐value < 0.01. Venn diagrams were generated using Venny v.2.1 (http://bioinfogp.cnb.csic.es/tools/venny/index.html), and the gene ontology (GO) enrichment analysis of DE genes was performed on the agriGO website (Du *et al*., 2010). AG and AP2 binding sites were extracted from published chromatin immunoprecipitation (ChIP)‐seq data (Yant *et al*., 2010; Ó'Maoiléidigh *et al*., 2013) and mapped to the arabidopsis information resource v.10 (TAIR10; https://www.arabidopsis.org) genome. Genes with binding sites within the gene body and 1000‐bp flanking sequences were designated as genes bound by AG or AP2 *in vivo*.

To assess the statistical significance of the overlap of DE genes between pairs of samples, a chi‐squared test was performed with 10 000 iterations of overlap analysis between randomly generated gene sets containing the same numbers of genes as the DE genes.

The RNA‐seq data were deposited in GEO under the accession number GSE81205. The link for reviewers: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=uxyjsicqdxwbjkp&acc=GSE81205.

### Western blotting

Western blotting was performed as previously described (Liu *et al*., 2011). One hundred milligrams of inflorescence tissue from each sample was ground in liquid nitrogen and homogenized in 2×  sodium dodecyl sulfate (SDS) sample buffer (0.5 M Tris‐HCl, pH 6.8, 4.4% (w/v) SDS, 20% (v/v) glycerol, 2% (v/v) 2‐mercaptoethanol, and bromophenol blue). The samples were boiled for 6 min, cooled on ice for 10 min and centrifuged at 16 000 ***g*** for 5 min at 4°C to precipitate insoluble material. Proteins in the supernatant were resolved on a 12% sodium dodecyl sulfate−polyacrylamide gel electrophoresis (SDS‐PAGE) gel, transferred to a nitrocellulose membrane and probed with anti‐AG (Liu *et al*., 2011), anti‐AP2 (Mlotshwa *et al*., 2006) and anti‐HSC70 (Santa Cruz Biotechnology, Santa Cruz, CA, USA) antibodies. Signal development was performed with the ECL+Plus Western Blotting system (GE Healthcare, Pasadena, CA, USA) and by exposure of the membrane to X‐ray film (Denville, Holliston, MA, USA).

## Results

### Isolation of *ag‐11*, an *ag* allele that uncouples the organ identify and floral determinacy functions of *AG*

We previously reported the isolation and characterization of the *ag‐10* mutant, which harbors a point mutation resulting in an E‐to‐K amino acid substitution in the K domain of AG (Fig. 1a) (Ji *et al*., 2011). This mutant is the weakest *ag* allele reported thus far. As in wild type, *ag‐10* flowers have a full complement of floral organs (Fig. 1b). Most *ag‐10* flowers are normal in terms of floral determinacy; < 10% of *ag‐10* flowers have bulged gynoecia with additional floral organs inside, a manifestation of compromised floral determinacy (Ji *et al*., 2011). We previously mutagenized *ag‐10* seeds with EMS and conducted a genetic screen for mutants with enhanced floral determinacy defects. Mutants in which nearly all flowers had bulged gynoecia were isolated, and some have been reported (Liu *et al*., 2011, 2014a,b; Yumul *et al*., 2013).

**Figure 1:**
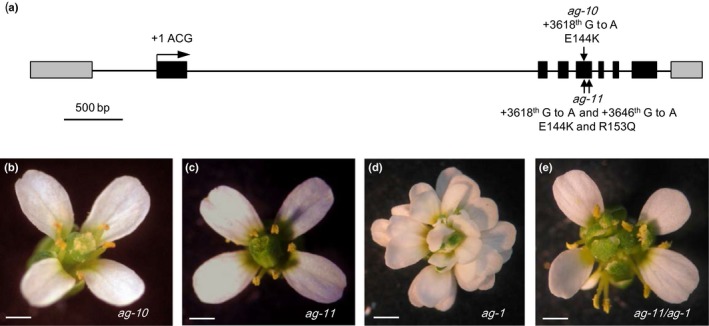
Diagram of the *Arabidopsis thaliana AGAMOUS* (*AG*) gene and phenotypes of *ag* mutants. (a) Gene diagram of *AG* and the locations of the mutations in *ag‐10* and *ag‐11*. ACG is the start codon. The gray and black rectangles represent the 5′ and 3′ untranslated regions and coding regions, respectively. The black lines represent intron regions. (b) An *ag‐10* flower with a slightly enlarged gynoecium. (c) An *ag‐11* flower with a much more enlarged gynoecium compared with *ag‐10*. (d) An *ag‐1* flower exhibiting the flower‐within‐flower phenotype. (e) An *ag‐11*/*ag‐1* flower with additional organs within the primary carpels, which are unfused and sepalloid. (b–e) Bars, 1 mm.

Here, we report another mutant from this genetic screen. This mutant had bulged gynoecia in nearly all of its flowers (Figs 1c, 2a,b) and elongated gynophores (Fig. 2b), another feature found in many mutants compromised in floral determinacy. Unlike the previously reported mutants from the *ag‐10* genetic screen, such as *clf*,* arf3*,* topoisomerase1α* (*top1α*), *pwr* and *mir172d*, which exhibited other developmental defects (in flowering time, leaf development, etc.) (Liu *et al*., 2011, 2014a,b; Yumul *et al*., 2013), this mutant did not have any defects other than floral determinacy.

**Figure 2:**
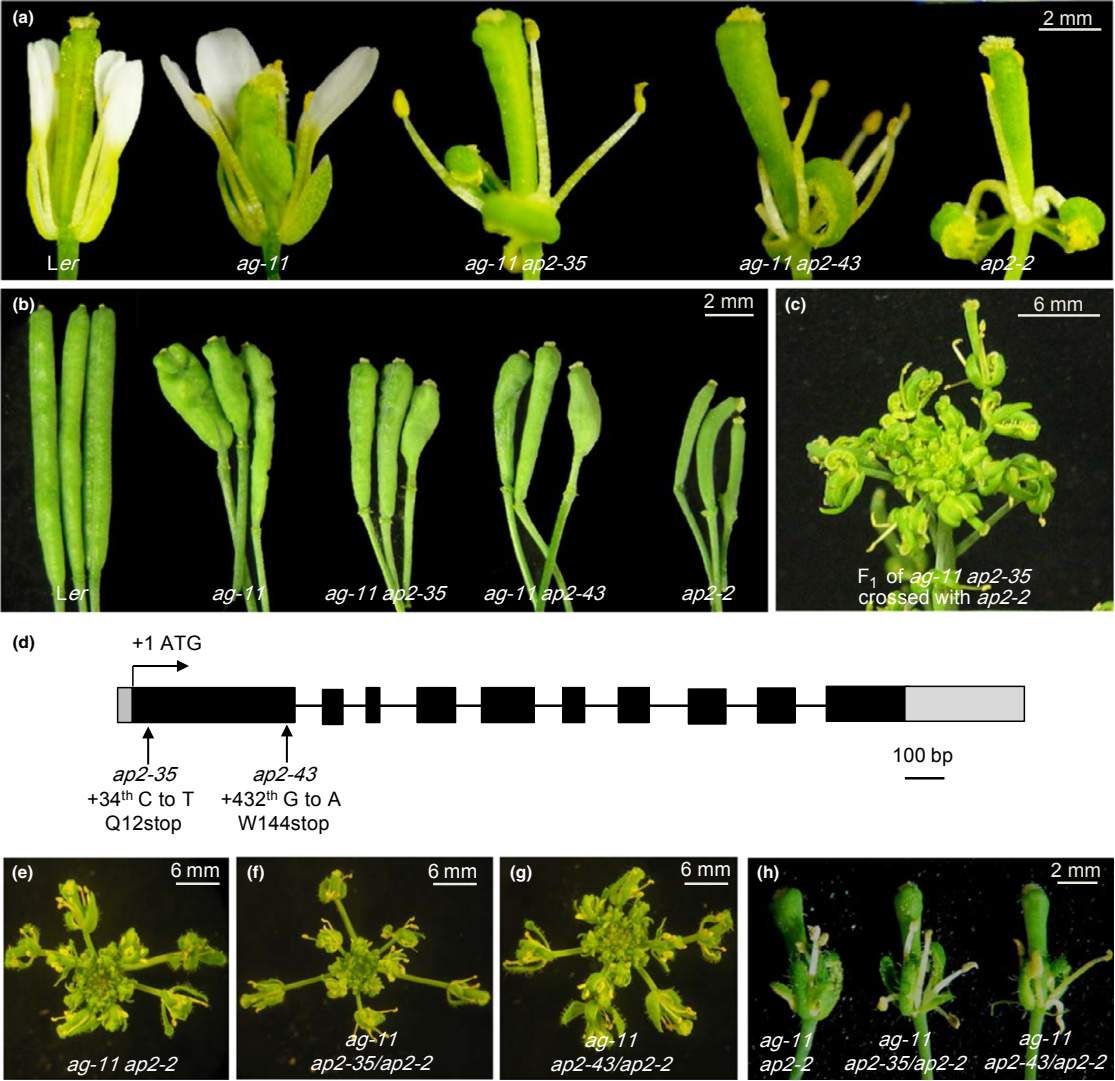
Diagram of the *Arabidopsis thaliana APETALA2* (*AP2*) gene and phenotypes of *ag‐11* and *ap2* single and double mutants. Note that B35 and B43 are *ag‐11 ap2‐35* and *ag‐11 ap2‐43*, respectively. (a) Flowers from plants of the indicated genotypes. The flowers from *ag‐11 ap2‐35* and *ag‐11 ap2‐43* had longer and thinner gynoecia compared with *ag‐11* flowers. (b) Siliques from plants of the indicated genotypes. (c) An inflorescence from F_1_ plants of the cross between *ag‐11 ap2‐35* and *ap2‐2*. The flowers were similar in morphology to those of *ap2‐2*. (d) Gene diagram of *AP2* showing the locations of the *ap2* mutations. ATG is the start codon. The gray and black rectangles represent the 5′ and 3′ untranslated regions and coding regions, respectively. The black lines represent introns. (e) An *ag‐11 ap2‐2* inflorescence. (f, g) Inflorescences from F_1_ plants of the cross *ag‐11 ap2‐2 *×* ag‐11 ap2‐35* and *ag‐11 ap2‐2 *×* ag‐11 ap2‐43*, respectively. The flowers were similar in morphology to those of *ag‐11 ap2‐2*. (h) Flowers of the indicated genotypes showing that the siliques were long and thin.

To map this mutation, we crossed the mutant to *ag‐10* ^*Col*^, in which the *ag‐10* mutation was introgressed into the Columbia (Col) background. Using markers polymorphic between L*er* and Col, we mapped the mutation to the short arm of chromosome 4 to an interval containing the *AG* locus. Sequencing of the *AG* gene itself uncovered a G‐to‐A mutation that causes an R‐to‐Q amino acid substitution in the K domain (Fig. 1a). 

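*AG* (AT4G18960) lies on the forward strand of chromosome 4 from position 10382856 to 10388539 in the TAIR10.1 annotation, which describes the Columbia accession. Counted along the genomic DNA from the first base of the coding sequence, which begins with the codon ACG in the annotation, the *ag-11* mutation is G3646A. This base is at position 10387562 of chromosome 4, in exon 5 of 9, which spans positions 10387479 to 10387578. It is base 458 of the coding sequence, and the change turns the arginine codon CGA into the glutamine codon CAA in a protein of 252 amino acids. The 41 bases of the reference centred on this site are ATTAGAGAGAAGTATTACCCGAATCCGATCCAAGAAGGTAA. The *ag-10* mutation, G3618A on the same scale, lies in the same exon at position 10387534 and turns the glutamate codon GAA into the lysine codon AAA. The sequence around it is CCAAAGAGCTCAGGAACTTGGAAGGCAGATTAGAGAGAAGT. No L*er* genome was among the files analysed here, so the flanking sequence is that of Columbia, and the RNA-seq files hold counts per gene and no base calls.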

This *ag* allele harboring both the original *ag‐10* mutation and this new mutation was designated *ag‐11*. To determine whether the phenotype is attributable to the mutations in *AG*, we performed a genetic complementation test. The *ag‐11* mutant was crossed with an *ag‐1* heterozygous plant. In a total of nine F1 plants, five exhibited an intermediate phenotype that was stronger than *ag‐11* and weaker than *ag‐1* (Fig. 1e), and the other four resembled wild type (Fig. S1). Molecular genotyping showed that the five plants were *ag‐1*/*ag‐11*, and the four plants were *ag‐11*/+. Progeny of the four plants all segregated *ag‐11*‐like phenotypes. Together, these observations indicated that this mutant is an *ag* allele.

The *ag‐11* allele differs from *ag* null alleles (*ag‐1* or *ag‐3*) (Bowman *et al*., 1989, 1991) in that it uncouples the organ identity and floral determinacy functions of *AG*. While *ag* null mutants feature indeterminate flowers that also lack reproductive organs, the *ag‐11* mutant had indeterminate flowers with the correct types of organ in all four whorls (Fig. 1c). The organ numbers in the outer three whorls in *ag‐11* were normal, and carpel number was slightly increased (Table S2). Consistent with the largely unaffected floral organ identities in *ag‐11* flowers, it is not surprising that the *ag‐11* mutant is fertile. An allelic series of *ag* mutants now exists (listed in order of increasing phenotypic severity): *ag‐10* (Ji *et al*., 2011), *ag‐11*,* ag‐4* (Sieburth *et al*., 1995) and *ag‐1* (or *ag‐3*) (Bowman *et al*., 1989, 1991). It is worth noting the differences between *ag‐11* and *ag‐4*: the former retains stamen and carpel identities, while the latter lacks carpel identity and is thus female sterile. The *ag‐11*/*ag‐1* plants (Fig. 1e) were strikingly similar to *ag‐4*, suggesting that floral phenotypes are sensitive to the dosage of *AG* functions.

### Mutations in *AP2* partially suppress the floral determinacy defect of *ag‐11*

The fertility of *ag‐11* allowed a genetic screen in this background with relative ease. Theoretically, loss‐of‐function mutations that suppress the floral determinacy defect of *ag‐11* should be in genes that promote floral stem cell fate. A major consideration for performing the *ag‐11* genetic screen was the fact that *WUS* is the only gene presently known to promote floral stem cell fate. Thus, we mutagenized *ag‐11* with EMS and screened for mutations that suppressed the floral determinacy defect.

Two mutants (*B35* and *B43*) with longer and thinner gynoecia were isolated (Fig. 2a,b). Backcrosses to *ag‐11* showed that each mutant harbored a recessive mutation (Fig. S2a). F1 plants from crosses of the two mutants to each other had longer and thinner gynoecia as compared with *ag‐11* (Fig. S2a,b), suggesting that these two mutants harbored mutations in the same gene. These mutants also had other floral defects, including reduced floral organ numbers in whorls 1 and 3, carpelloid sepals and a lack of petals (Fig. 2a; Table S2). These phenotypes are characteristic of *ap2* loss‐of‐function mutants (Fig. 2a) (Bowman *et al*., 1991). When *B35* and *B43* were crossed to *ap2‐2*, the F_1_ plants resembled *ap2‐2* plants in overall floral morphology (Fig. 2c), indicating that *B35* and *B43* harbor mutations in *AP2*. Sequencing of *AP2* in the two mutants revealed G‐to‐A mutations resulting in premature stop codons in exon 1 of *AP2* (Fig. 2d). 

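*AP2* (AT4G36920) lies on the forward strand of chromosome 4 from position 17400610 to 17403469 in the TAIR10.1 annotation and encodes a protein of 432 amino acids. Counted from the first base of the start codon on the coding strand, the *ap2-35* mutation is C34T, at position 17401031 of chromosome 4. It turns the glutamine codon CAA into the stop codon TAA, and the 41 bases of the Columbia reference centred on it are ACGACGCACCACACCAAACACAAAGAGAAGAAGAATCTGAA. The *ap2-43* mutation is G432A, at position 17401429, and turns the tryptophan codon TGG into the stop codon TGA. The 41 bases around it are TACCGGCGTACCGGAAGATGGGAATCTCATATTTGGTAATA. Both sites lie in exon 1 of 10, from 17400724 to 17401443, in one transcript model of the annotation, and in exon 2 of 11, from 17400976 to 17401443, in the other.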

As the two mutations introduce premature stop codons close to the N‐terminus of AP2, it is likely that they are loss‐of‐function mutations. To determine whether loss of function in *AP2* was responsible for suppressing the *ag‐11* floral determinacy defect, we introduced the loss‐of‐function *ap2* allele, *ap2‐2* (Bowman *et al*., 1991), into *ag‐11*. As with *B35* and *B43*, the *ag‐11 ap2‐2* double mutant exhibited an overall floral phenotype similar to that of *ap2* mutants (Fig. 2e). The siliques of *ag‐11 ap2‐2* were long and thin; thus, *ap2‐2* was also able to suppress the bulged silique phenotype of *ag‐11* (Fig. 2h). In addition, we conducted a genetic complementation test by crossing *B35* and *B43* to *ag‐11 ap2‐2*. The F_1_ progenies from each cross all resembled *ap2* mutants in overall floral morphology (Fig. 2f,g) and had longer and thinner gynoecia compared with *ag‐11* (Fig. 2h). We therefore concluded that *AP2* loss of function was responsible for the suppression of *ag‐11*. We refer to the two new *ap2* alleles as *ap2‐35* and *ap2‐43*, respectively.

While most *ag‐11* gynoecia were short and bulged, most *ag‐11 ap2‐35* and *ag‐11 ap2‐43* flowers had longer, thin and straight gynoecia (Fig. 3a). Quantification of the silique length:width ratio showed that the two *ap2* alleles partially suppressed the short‐and‐bulged silique phenotype of *ag‐11* (Fig. 3b). To further characterize the floral determinacy phenotype, we performed longitudinal and cross sections of stage 11 and older flowers. In the wild type, stage 11 flowers had gynoecia with ovules, and the floral meristem was not visible inside the gynoecium at this stage (Fig. 3c). In stage 11 *ag‐11* flowers, a floral meristem was present within the gynoecium near the base (Fig. 3d). In a cross section, it was obvious that additional floral organs were present inside the fourth whorl gynoecium (Fig. 3g); this was never observed in the wild type (Fig. 3f). In *ag‐11 ap2‐35*, 24 out of 26 flowers examined resembled *ap2‐2* flowers, while two out of 26 flowers examined had floral organs inside the gynoecium (Fig. 3e,h). These observations show that the two *ap2* alleles partially suppressed the *ag‐11* floral determinacy defect.

**Figure 3:**
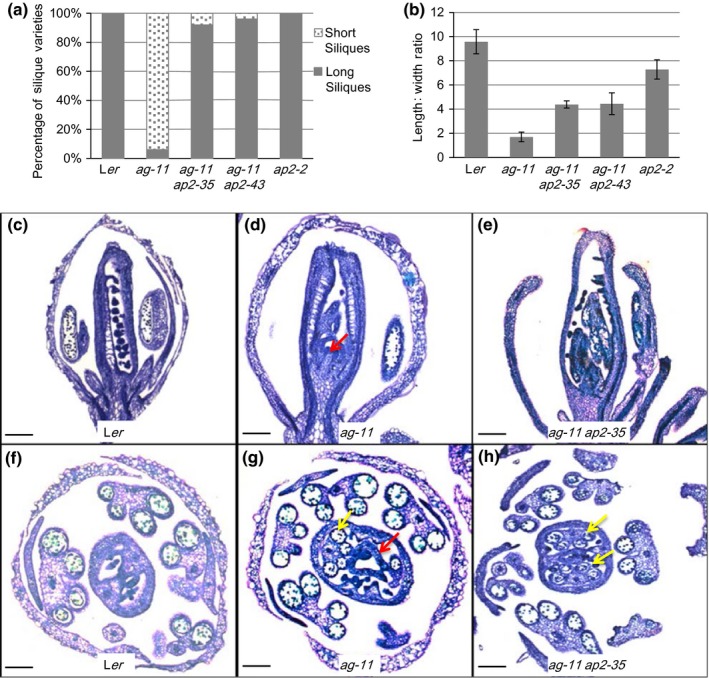
Characterization of floral determinacy phenotypes of various *Arabidopsis thaliana* mutants. (a) Silique length and (b) silique length : width ratio in *ag‐11* and the *ap2* single and double mutants. Short siliques, length ≤ 4 mm; long siliques, length > 4 mm. Fifty siliques were measured. Error bars in (b) represent ± SE. (c–e) Longitudinal sections of stage 11 or older flowers of the indicated genotypes. Wild‐type (L*er*) stage 11 flowers have gynoecia with ovules, and the floral meristem is not visible inside the gynoecium (c). A floral meristem was found internal to the gynoecium near the base in *ag‐11* (d; red arrow) but not in *ag‐11 ap2‐35* (e). (f–h) Cross‐sections of stage 11 or older flowers of the indicated genotypes. Anthers were present inside the fourth whorl gynoecium in *ag‐11* (g, yellow arrow) and *ag‐11 ap2‐35* (h, yellow arrows). A meristem‐generating organ primordium is also visible inside the gynoecium in *ag‐11* (g, red arrow). Bars, 50 μm.

### *AP2* promotes *WUS* expression without affecting *AG* transcription in the center of floral meristems

We next sought to determine the molecular basis of the suppression of *ag‐11* phenotypes by *ap2* mutations. We first examined *WUS* expression by *in situ* hybridization, as *AG*‐mediated cessation of *WUS* expression by stage 6 of flower development is responsible for floral determinacy. Consistent with previous observations in wild type (Mayer *et al*., 1998), *WUS* expression was detected in stage 3 floral meristems in a small number of cells underneath the stem cells, but *WUS* expression was not detected in stage 6 or older flowers (Fig. 4a). In *ag‐11* plants, however, all examined stage 6 and older flowers had *WUS* expression (*n *=* *12) (Fig. 4b). Prolonged *WUS* expression is consistent with the continued presence of a floral meristem inside the gynoecium in *ag‐11* (Fig. 3d). In *ag‐11 ap2‐35*, 11 out of 15 stage 6 or older flowers examined resembled wild type in having no *WUS* expression (Fig. 4c). The remaining four resembled *ag‐11*. Loss of function in *AP2* therefore partially suppressed *ag‐11* in terms of the *WUS* repression defect; in other words, the prolonged *WUS* expression in *ag‐11* flowers required *AP2* function.

**Figure 4:**
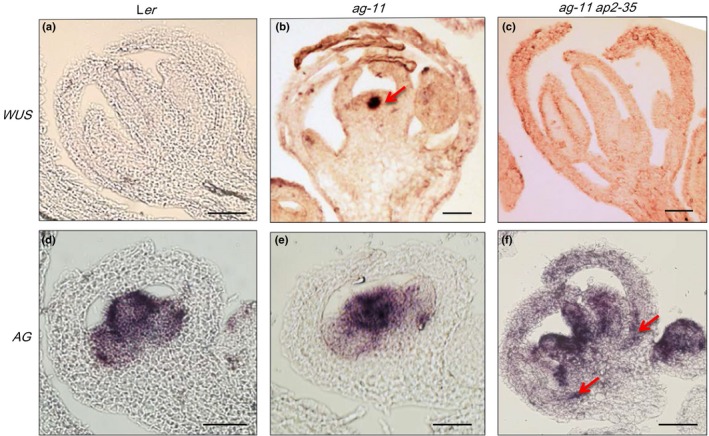
Expression of *Arabidopsis thaliana WUSCHEL* (*WUS*) and *AGAMOUS* (*AG*) as determined by *in situ* hybridization. (a–c) *WUS* expression in various genotypes. (a) A stage 9 wild‐type (L*er*) flower with no *WUS* expression. (b) A stage 9 *ag‐11* flower; *WUS* expression is indicated by the arrow. (c) A stage 10 *ag‐11 ap2‐35* flower with no *WUS* expression. (d–f) *AG* expression in stage 6–7 flowers of various genotypes. *AG* expression was observed in the two inner whorls in (d) L*er*, (e) *ag‐11* and (f) *ag‐11 ap2‐35*. *AG* expression was also detected in sepals, especially at the base, in *ag‐11 ap2‐35* (f, arrows). Bars, 50 μm.

As *AG* is the key factor that represses *WUS* expression in stage 6 floral meristems, we next examined whether *AP2*'s role in promoting *WUS* expression was attributable to the ability of *AP2* to repress *AG* expression in the center of the flower. *AP2* is known to repress *AG* transcription in the outer two floral whorls (Drews *et al*., 1991), but it is thought not to repress *AG* transcription in the center of the floral meristem, as ectopic *AP2* activity in *ag‐1* was not sufficient to prevent the accumulation of *ag‐1* transcript in the inner whorls of *ag‐1* mutant flowers (Gustafson‐Brown *et al*., 1994). First, we assessed whether *AG* transcript levels were affected by the *ag‐11* mutation or the *ap2* mutations. RNA‐seq using inflorescences containing stage 7 and younger flowers from *ag‐11*,* ag‐11 ap2‐35* and *ag‐11 ap2‐43* showed increased *AG* transcripts in *ag‐11 ap2‐35* and *ag‐11 ap2‐43* compared with *ag‐11* (Fig. 5c). 

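RNA-seq measures the RNA of a tissue by sequencing fragments of it and counting the reads that fall on each gene. Inflorescences with flowers of stage 7 and younger were collected from 4 genotypes, which were the wild-type accession L*er*, *ag-11*, *ag-11 ap2-35* and *ag-11 ap2-43*. There were 3 biological replicates of each genotype, and the 12 libraries were pooled for sequencing. The authors mapped the reads to the L*er* genome without mismatches and counted the reads in each gene, and the deposited files give a count and an RPKM value for each of 32678 loci in each library. The counts were used here. Between 8779407 and 14639693 reads per library were counted on genes, with a median of 10085290 in L*er*, 12404954 in *ag-11*, 11810013 in *ag-11 ap2-35* and 12852864 in *ag-11 ap2-43*. At this depth, 3 counts of a gene correspond to 0.2049 to 0.3417 CPM (counts scaled to a common library size), depending on the library. Counts were normalized by edgeR's TMM method, and 20300 genes passed its filter on low counts (filterByExpr). Expression was compared between genotypes with edgeR's quasi-likelihood F test in 1 fit to all 12 libraries. The biological coefficient of variation common to all genes was 16.5%. For single genes, log2(CPM + 1) was also compared by an exact permutation test, for which 3 replicates against 3 cannot give a p below 0.10.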

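*AG* (AT4G18960, chromosome 4, 10382856 to 10388539) had 382 to 1500 counts per library. Its expression was 54.93 ± 4.388 CPM (SD, n = 3) in *ag-11*, 101.9 ± 2.501 CPM (SD, n = 3) in *ag-11 ap2-35* and 102.0 ± 3.904 CPM (SD, n = 3) in *ag-11 ap2-43*. Relative to *ag-11*, the log2 fold change was 0.892 (standard error 0.085, adjusted p = 0.00085 from edgeR) in *ag-11 ap2-35* and 0.893 (standard error 0.085, adjusted p = 0.00087) in *ag-11 ap2-43*. Each replicate of the double mutants lay above each replicate of *ag-11* (exact permutation test, p = 0.10 for either double mutant, the smallest that 3 against 3 allow). The double mutants did not differ from each other beyond the error of the comparison (log2 fold change 0.001, standard error 0.084). In L*er*, expression of *AG* was 43.51 ± 3.206 CPM (SD, n = 3), and the log2 fold change of *ag-11* vs L*er* was 0.336 (standard error 0.086, adjusted p = 0.21). Leaving out the first *ag-11* replicate lowered the fold changes most, to 0.830 in *ag-11 ap2-35* and 0.831 in *ag-11 ap2-43* on the log2 scale. The paper gives the known repression of *AG* by *AP2* in the outer whorls as the probable cause of the increase. It examines the center of the floral meristem by *in situ* hybridization.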

The increase in *AG* expression was probably attributable to the known repression of *AG* transcription in the outer two whorls by *AP2*. To determine whether *AP2* repressed *AG* transcription in the center of the floral meristem, where floral determinacy takes place, we examined *AG* expression by *in situ* hybridization in developing flowers. *AG* transcripts were present in the center of floral meristems but excluded from sepal primordia in wild type and *ag‐11* (Fig. 4d,e). In *ag‐11 ap2‐35*,* AG* RNA was detected not only in the center of the floral meristem but also in sepals (Fig. 4f). Although *in situ* hybridization is not quantitative, *AG* RNA signals were similar in *ag‐11* and *ag‐11 ap2‐35* in the center of the floral meristem (Fig. 4f). Therefore, the effect of the *ap2* mutations on *WUS* expression could not be attributed to obvious changes in *AG* transcription in the center of the floral meristem.

**Figure 5:**
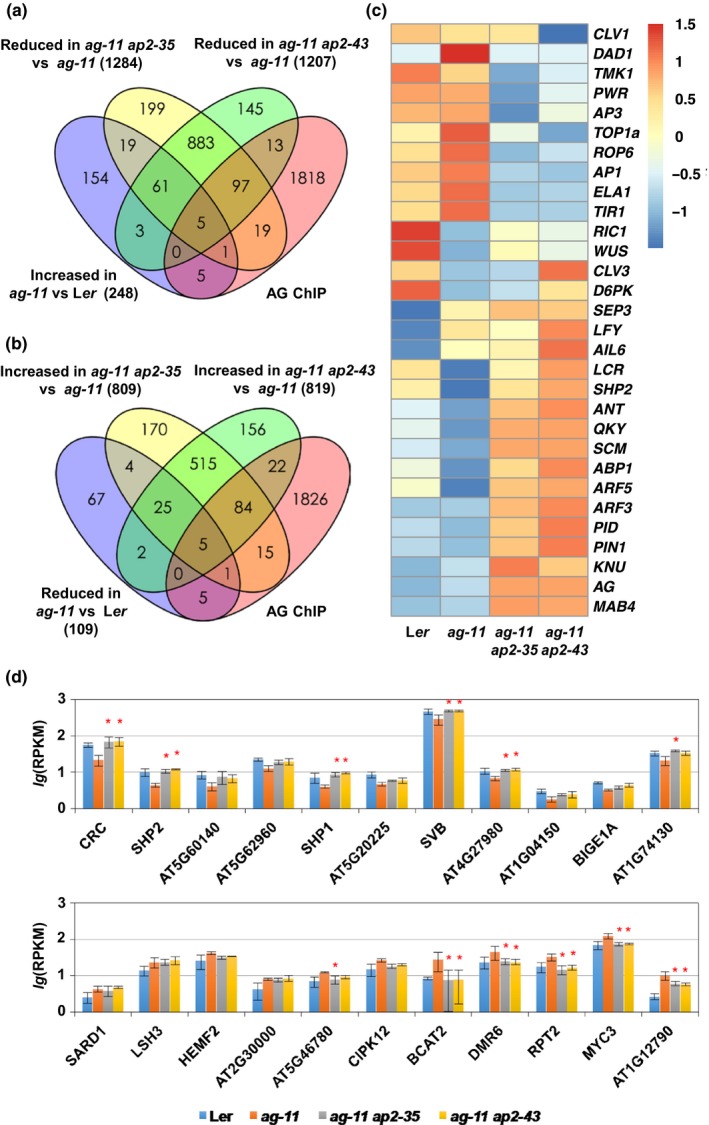
Antagonistic effects of *Arabidopsis thaliana AGAMOUS* (*AG*) and *APETALA2* (*AP2*) on target gene expression as determined by RNA‐seq. (a) Venn diagram showing the overlap between genes with increased expression in *ag‐11* vs L*er* and genes with reduced expression in *ag‐11 ap2‐35* vs *ag‐11* or *ag‐11 ap2‐43* vs *ag‐11*. (b) Venn diagram showing the overlap between genes with reduced expression in *ag‐11* vs L*er* and genes with increased expression in *ag‐11 ap2‐35* vs *ag‐11* or *ag‐11 ap2‐43*. In (a) and (b), genes with AG binding sites as determined by AG chromatin immunoprecipitation (ChIP)‐seq (Ó'Maoiléidigh *et al*., 2013) are also shown. The numbers in parentheses represent the numbers of genes with altered expression between the two indicated genotypes. (c) Expression levels of selected differentially expressed (DE) genes in *ag‐11* vs L*er* with known roles in early flower development. The differential expression of these genes in *ag‐11* was restored by the mutations in *AP2*. The heatmap was generated with *Z*‐score values derived from *Z* score = (*x* – mean)/SD (*x* being one of the four genotypes; mean and SD being calculated from the four genotypes). (d) Reads per kilobase per million mapped reads (RPKM) values for select *AG* target genes (genes bound by AG *in vivo*) in the indicated genotypes. The mean and SD from three biological replicates of RNA‐seq are shown. The asterisks indicate statistically significant changes relative to *ag‐11*. Fold change ≥ 1.5 and *P*‐value < 0.01. *CLV1*,* CLAVATA1*;* DAD1*,* DEFECTIVE ANTHER DEHISCENCE 1*;* TMK1*,* TRANSMEMBRANE KINASE 1*;* PWR*,* POWERDRESS*;* AP3*,* APETALA3*;* TOP1*α, *DNA TOPOISOMERASE I ALPHA*;* ROP6*,* Rho‐like GTPase 6*;* AP1*,* APETALA1*;* ELA1*,* EUI‐LIKE P450 A1*;* TIR1*,* TRANSPORT INHIBITOR RESPONSE 1*;* RIC1*,* ROP‐INTERACTIVE CRIB MOTIF‐CONTAINING PROTEIN 1*;* WUS*,* WUSCHEL*;* CLV3*,* CLAVATA3*;* D6PK*,* D6 PROTEIN KINASE*;* SEP3*,* SEPALLATA3*;* LFY3*,* LEAFY 3*;* AIL6*,* AINTEGUMENTA‐LIKE 6*;* LCR*,* LEAF CURLING RESPONSIVENESS*;* SHP2*,* SHATTERPROOF 2*;* ANT*,* AINTEGUMENTA*;* QKY*,* QUIRKY*;* SCM*,* SCRAMBLED*;* ABP1*,* AUXIN BINDING PROTEIN 1*;* ARF5*,* AUXIN RESPONSE FACTOR 5*;* ARF3*,* AUXIN RESPONSE FACTOR 3*;* PID*,* PINOID*;* PIN1*,* PIN‐FORMED 1*;* KNU*,* KNUCKLES*;* AG*,* AGAMOUS*;* MAB4*,* MACCHI‐BOU 4*;* CRC*,* CRABS CLAW*;* SHP1*,* SHATTERPROOF 1*;* SVB*,* SMALLER WITH VARIABLE BRANCHES*;* SARD1*,* SAR DEFICIENT 1*;* LSH3*,* LIGHT SENSITIVE HYPOCOTYLS 3*;* CIPK12*, CBL‐*INTERACTING PROTEIN KINASE 12*;* BCAT2*,* BRANCHED‐CHAIN AMINO ACID TRANSAMINASE 2*;* DMR6*,* DOWNY MILDEW RESISTANT 6*;* RPT2*,* ROOT PHOTOTROPISM 2*;* MYC3*,* MYC TRANSCRIPTION FACTOR 3*.

### *AP2* and *AG* have opposite transcriptional outputs at the genomic scale

*AP2* clearly exerts the opposite effect on *WUS* expression and floral determinacy compared with *AG*, and yet it does not appear to affect *AG* transcription in the center of the floral meristem. This suggests that *AP2* antagonizes *AG* activity, perhaps by preventing *AG* from acting on its target genes or acting independently on the same target genes to exert the opposite effect. To determine whether *AP2* and *AG* have antagonistic effects on transcription, we examined the gene expression profiles of L*er*,* ag‐11*,* ag‐11 ap2‐35* and *ag‐11 ap2‐43* using RNA‐seq. Inflorescences containing stage 7 and younger flowers were used, and three biological replicates were performed. 

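The correlation between replicates was computed across genes as Pearson's r of log2(CPM + 1), and genes are not independent replicates, so no test was attached to it. Among the 3 pairs of replicates of each genotype, r was 0.9778 to 0.9887 for L*er*, 0.9880 to 0.9931 for *ag-11*, 0.9907 to 0.9953 for *ag-11 ap2-35* and 0.9929 to 0.9968 for *ag-11 ap2-43*. The 54 pairs of libraries from different genotypes gave r from 0.9633 to 0.9978, a range that includes the values within genotypes. The chi-square per degree of freedom between the counts of paired replicates was 3.31 to 27.9, where sampling of reads alone gives a value near 1. Biological replicates are separate samples, so a value above 1 does not by itself decide whether the data were reproducible. Restricting the genes to those with at least 10 counts in every library moved the values most, with a lowest r of 0.9611 for L*er* and 0.9726 for *ag-11*. From the correlations within each genotype, the paper concludes that the data were reproducible.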

For each genotype, the three biological replicates were highly correlated (Fig. S3a), indicating that the RNA‐seq data were reproducible. Using DESeq2, we identified DE genes for each pairwise comparison using fold‐change > 1.5 and *P*‐value < 0.01 as the threshold (Tables S3, S4). 

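The same threshold, a fold change over 1.5 and an unadjusted P-value below 0.01, was applied here to edgeR's quasi-likelihood F test, with all 12 libraries in 1 fit and genotype as the only factor. Of the 20300 genes tested, 203 would have a P-value below 0.01 by chance in each comparison. Without regard to fold change, 824 genes had such a P-value in *ag-11* vs L*er*, 4222 in *ag-11 ap2-35* vs *ag-11* and 4121 in *ag-11 ap2-43* vs *ag-11*. On simulated counts with 200 changed genes, the procedure found 178 of them (89%) and called 118 of the 20100 unchanged genes. The simulated changes were all larger than the 1.5-fold threshold. The simulated counts were also drawn independently in each library, so these rates need not hold for the lists below.

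With the replicate number as a replicate block in the fit, 329 genes were up-regulated and 132 down-regulated in *ag-11* vs L*er*. The pairing of replicates across genotypes is taken from the labels only. As a check of it, the deviations of the libraries from their genotype means were compared across genes. Libraries of different genotypes with the same replicate number had a mean r of 0.233 (18 pairs, from -0.457 to 0.708), and those with different numbers had a mean r of -0.118 (36 pairs, from -0.630 to 0.544). Deviations from a genotype mean add up to 0, which ties the second mean to the first. The mean r of 0.233 was not compared with other numberings, so the check does not establish the pairing.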

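In *ag-11* vs L*er*, 268 genes were up-regulated and 93 were down-regulated past the threshold, 361 in all. None of them had a Benjamini-Hochberg adjusted p below 0.05 (edgeR), and the smallest adjusted p was 0.05322. Among the genes whose replicates were fully separated, the largest increases were in *RTL3* (AT5G45150), which encodes an RNAse III-like protein, with a log2 fold change of 2.240, and in AT5G39580 (a peroxidase family protein) and AT1G63380 (an NAD(P)-binding family protein), each with 2.040. All of them rest on few counts. *RTL3* had 5, 0 and 2 counts in L*er* against 13, 12 and 13 in *ag-11*. AT5G39580 had 2, 1 and 6 against 24, 9 and 8, and AT1G63380 had 1, 0 and 20 against 28, 26 and 35. The largest decreases were in *HVA22J* (AT2G36020), with a log2 fold change of -2.708, *AGP11* (AT3G01700), with -2.448, and *FH3* (AT4G15200), with -2.220. Those of *HVA22J* and *AGP11* depended on the second L*er* library, which had 25 and 60 counts. In the other L*er* libraries, *HVA22J* had 4 and 5 counts and *AGP11* had 13 and 11. The numbers of changed genes also depended on single libraries. The fit without the third L*er* replicate gave 1220 up-regulated genes, and the fit without the first *ag-11* replicate gave 104. The number of down-regulated genes ranged from 39 to 284 across the 6 fits that each left out one replicate.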

Compared with L*er*, 248 up‐regulated and 109 down‐regulated genes were found in *ag‐11* (Table S3). 

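The gene ontology annotation used for Fig. S3c was not in the files analysed here, so genes were grouped by words in their annotated descriptions, with the words fixed in advance (floral, flower, carpel, gynoeci, ovule, MADS, homeotic and AGAMOUS). Of the 93 genes down-regulated in *ag-11*, 8 had such a description where 2.148 were expected (odds ratio 4.032, Fisher's exact test, p = 0.0014, adjusted p = 0.0056 over 4 tests). Among the 268 up-regulated genes there were 3, with 6.191 expected (odds ratio 0.4754, Fisher's exact test, p = 0.3). *CRC* (AT1G69180, chromosome 1, 26007350 to 26009141), which acts in carpel development, had 53.78 ± 6.232 CPM (SD, n = 3) in L*er* and 20.88 ± 6.361 CPM (SD, n = 3) in *ag-11*, a log2 fold change of -1.364 (standard error 0.273, adjusted p = 0.2 from edgeR). All of its *ag-11* replicates lay below all of its L*er* replicates (exact permutation test, p = 0.10, the smallest possible with 3 and 3). In the lists given by DESeq2 with moderated fold changes, the only alternative run for this result, the odds ratio of the down-regulated genes was 4.373. The paper treats the enrichment of flower development genes as anticipated for an *ag* mutant.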

As expected, genes involved in plant development, especially flower development, were among the most significantly enriched in the down‐regulated genes (Fig. S3c). 

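Genes with a defence-related description (disease resistance, defense, defence, pathogenesis, immun, NBS-LRR, NB-ARC, cell death or WRKY) were counted in the same way, in place of the gene ontology terms of Fig. S3b. They made up 13 of the 268 up-regulated genes, with 5.78 expected (odds ratio 2.353, Fisher's exact test, p = 0.0085, adjusted p = 0.017 over the 4 tests). Only 1 was among the 93 down-regulated genes, with 2.006 expected (odds ratio 0.492, Fisher's exact test, p = 0.73). Gene lists from DESeq2 with moderated fold changes gave an odds ratio of 3.345 for the up-regulated genes. Among immunity genes shown in Fig. 5d, *SARD1* (AT1G73805) had 4.45 ± 1.567 CPM (SD, n = 3) in L*er* and 7.503 ± 1.227 CPM (SD, n = 3) in *ag-11* (log2 fold change 0.769, standard error 0.27, adjusted p = 0.27 from edgeR). *DMR6* (AT5G24530) had 34.33 ± 12.49 CPM (SD, n = 3) in L*er* and 65.54 ± 29.28 CPM (SD, n = 3) in *ag-11* (log2 fold change 0.944, standard error 0.32, adjusted p = 0.26). For *DMR6* the replicates of the 2 genotypes overlapped, and neither gene passed the P-value threshold.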

Intriguingly, genes involved in immune responses and cell death were significantly enriched in the up‐regulated genes (Fig. S3b). Eleven of the 248 up‐regulated genes and 11 of the 109 down‐regulated genes had AG‐binding sites, as determined by AG ChIP‐seq (Ó'Maoiléidigh *et al*., 2013), and may thus be direct targets of *AG* (Fig. 5a,b; Table S3). 

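The binding calls were taken from Table S3, because no ChIP-seq file was among the files analysed here. For the 22 genes that Table S3 marks as bound by AG, the sign of the change in *ag-11* vs L*er* was that of Table S3 in all 22. Past the threshold in the edgeR fit were 7 of the 11 up-regulated genes and all 11 of the down-regulated genes. The 4 up-regulated genes that did not pass were *BCAT2* (AT1G10070), *SARD1* (AT1G73805), *LSH3* (AT2G31160) and *DMR6* (AT5G24530), with log2 fold changes of 1.763, 0.769, 0.763 and 0.944, respectively. The down-regulated genes had log2 fold changes between -1.364 (*CRC*) and -0.656 (AT1G74130). At a Benjamini-Hochberg adjusted p below 0.05, no AG-bound gene passed in either direction, and with DESeq2 and moderated fold changes all 11 up-regulated genes passed. From the presence of AG-binding sites, the paper proposes that these genes are direct targets of *AG*.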

The other DE genes may be indirectly regulated by *AG*.

Remarkably and rather unexpectedly, the differential expression of a large portion of the 248 and 109 genes in *ag‐11* was rescued by the two *ap2* mutations. Among the 248 genes showing increased expression in *ag‐11* vs L*er*, 86 and 69 overlapped with genes with reduced expression in *ag‐11 ap2‐35* vs *ag‐11* and *ag‐11 ap2‐43* vs *ag‐11*, respectively (Fig. 5a). 

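Of the 268 genes up-regulated in *ag-11*, 90 (33.58%) were down-regulated in *ag-11 ap2-35* vs *ag-11* and 73 (27.24%) in *ag-11 ap2-43* vs *ag-11*. Changes in the same direction were nearly absent, with 1 of the 268 genes also up-regulated in *ag-11 ap2-35* and 0 in *ag-11 ap2-43*, where 11.87 and 11.21 were expected for random gene sets. The comparisons share the *ag-11* libraries, so an error in *ag-11* moves them in opposite directions. In 6 further fits, *ag-11* was therefore divided so that no *ag-11* library entered both comparisons. Each division left 1 *ag-11* library, with no spread of its own, either against L*er* or against the double mutants. The number of genes changed in opposite directions, over up- and down-regulated genes together, was then 2.838 to 6.559 times the number expected for *ag-11 ap2-35* and 2.364 to 5.929 times for *ag-11 ap2-43*. With all *ag-11* libraries in both comparisons, it was 5.6 and 5.195 times. Among the fits that each left out one replicate, the overlaps of up-regulated genes were largest without the third *ag-11* replicate. They were then 240 genes for *ag-11 ap2-35* and 213 genes for *ag-11 ap2-43*. Without the first *ag-11* replicate they were smallest, at 21 and 16 genes. The paper draws from these overlaps that *AP2* is required for the increased expression of these genes in *ag-11*.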

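For gene lists of these sizes drawn from the 20300 genes tested, 18.92 shared genes were expected by chance for *ag-11 ap2-35* and 17.86 for *ag-11 ap2-43*. The 90 and 73 genes found were 4.757 and 4.087 times these numbers (Fisher's exact test, p = 9e-38 and p = 5.7e-26, respectively). Among 10000 pairs of random gene sets of the same sizes, the largest overlaps were 37 and 34 genes, so the permutation p was 0.0001, the smallest that 10000 sets can give. Both tests take genes as independent, which genes of one library are not. With the replicate number as a block, 128 and 112 genes were shared. The paper takes the significance of the overlap as the basis for the statement that *AP2* is required for the increased expression.

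**Figure D1:**
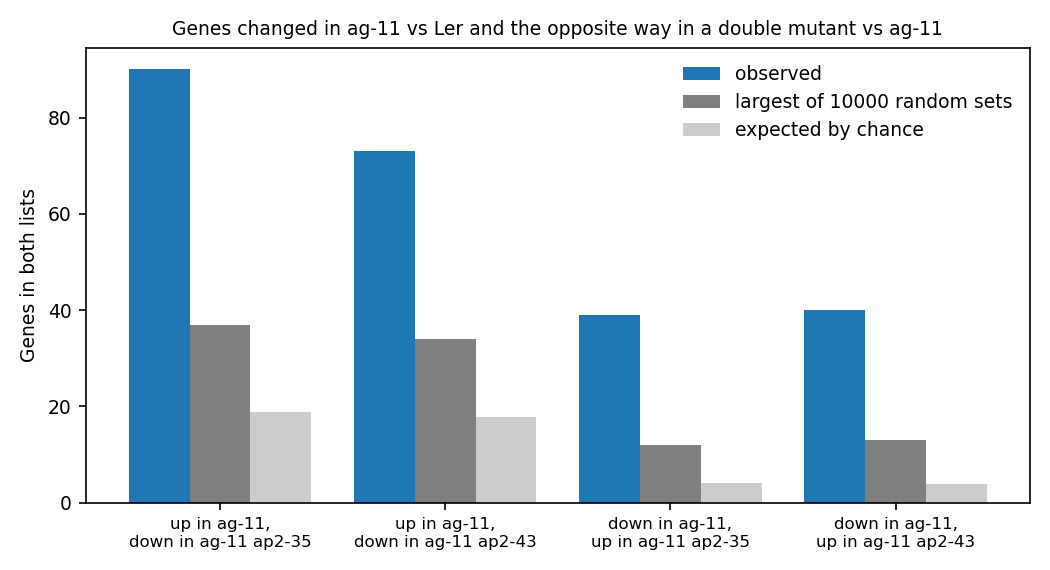
Number of genes (vertical axis) changed in *ag-11* vs L*er* and in the opposite direction in *ag-11 ap2-35* or *ag-11 ap2-43* vs *ag-11*, beside the largest overlap among 10000 random gene sets and the overlap expected by chance. The observed overlaps of 90, 73, 39 and 40 genes lie above the largest random overlaps of 37, 34, 12 and 13 genes.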

The overlap was statistically significant (see Table S5 for *P*‐values). Thus, *AP2* is required for the increased expression of these genes in the *ag‐11* mutant. Among the 109 genes showing reduced expression in *ag‐11*, 35 and 32 overlapped with the genes up‐regulated in *ag‐11 ap2‐35* vs *ag‐11* and *ag‐11 ap2‐43* vs *ag‐11*, respectively (Fig. 5b; see Table S5 for *P*‐values), indicating that *AP2* is required for the reduced expression of these genes in *ag‐11*. 

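Of the 93 genes down-regulated in *ag-11*, 39 (41.94%) were up-regulated in *ag-11 ap2-35* vs *ag-11* and 40 (43.01%) in *ag-11 ap2-43* vs *ag-11*. Chance would give 4.119 and 3.89 genes, so the overlaps were 9.469 and 10.28 times as large (Fisher's exact test, p = 1.8e-28 and p = 1.2e-30). The largest overlaps among 10000 random gene sets were 12 and 13 genes (permutation p = 0.0001, the smallest that this number of sets can give). None of the 93 genes was down-regulated in either double mutant, with 6.565 and 6.198 expected. Up-regulation in both double mutants was found for 35 of the 93 genes. Across the fits that each left out one replicate, the overlap ranged from 20 to 227 genes for *ag-11 ap2-35* and from 16 to 226 genes for *ag-11 ap2-43*, and the largest values came without the third *ag-11* replicate. From the overlaps, the paper concludes that the reduced expression of these genes in *ag-11* requires *AP2*.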

Among genes co‐regulated by *AG* and *AP2* were genes with roles in early flower development described in a previous review article (Vaddepalli *et al*., 2015), and the altered expression of these genes in *ag‐11* was restored by the mutations in *AP2* (Fig. 5c). 

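Fig. 5c shows 30 genes, of which 29 were matched to a locus of the annotation and 26 had enough counts to be tested. *DAD1* (AT2G44810), *RIC1* (AT2G33460) and *CLV3* (AT2G27250) had at most 4 counts in any library, too few to detect a difference. In *ag-11* vs L*er*, 1 of the 26 genes passed the threshold, *SHP2* (AT2G42830), with a log2 fold change of -1.180. It was also the only one changed in the opposite direction past the threshold in a double mutant. In *ag-11 ap2-35* and *ag-11 ap2-43* vs *ag-11*, 9 and 10 of the 26 genes passed. The median size of the log2 fold change was 0.1933 in *ag-11* vs L*er*, 0.3862 in *ag-11 ap2-35* vs *ag-11* and 0.363 in *ag-11 ap2-43* vs *ag-11*. Without regard to size, 16 of the 26 genes (61.54%) changed with one sign in *ag-11* and the other sign in both double mutants, as did 12762 of the 20300 genes tested (62.87%; Fisher's exact test, p = 1). Leaving out the third L*er* replicate gave 3 genes past the threshold in *ag-11*, the most of any alternative. The paper reads the heatmap as showing that *AG* and *AP2* act on these genes in opposite ways.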

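*WUS* (AT2G17950, chromosome 2, 7808871 to 7810811) had 17.16 ± 10.2 CPM (SD, n = 3) in L*er*, where the replicates were 13.6, 28.7 and 9.19 CPM, and 9.42 ± 1.851 CPM in *ag-11*, 12.35 ± 1.475 CPM in *ag-11 ap2-35* and 11.1 ± 2.552 CPM in *ag-11 ap2-43* (SD, n = 3 each). Its log2 fold change was -0.843 (standard error 0.343, adjusted p = 0.31 from edgeR) in *ag-11* vs L*er*, and 0.392 (standard error 0.343) and 0.241 (standard error 0.344) in *ag-11 ap2-35* and *ag-11 ap2-43* vs *ag-11*. The first of these depended on the second L*er* replicate, without which it was -0.266. *KNU* (AT5G14010, chromosome 5, 4522149 to 4522935) had 1.592 ± 0.7057 CPM (SD, n = 3) in L*er* and 2.032 ± 1.018 CPM (SD, n = 3) in *ag-11*. Its log2 fold change of 0.308 (standard error 0.417, adjusted p = 0.76) was within its error in this fit, which does not pair the replicates. Paired by their labels, the *ag-11* libraries had more *KNU* than L*er* each time (1.99, 1.03 and 3.07 CPM against 1.72, 0.832 and 2.23). They had less *WUS* each time (9.37, 11.3 and 7.59 CPM against 13.6, 28.7 and 9.19). *ARF3* (AT2G33860, chromosome 2, 14325206 to 14328978) had 105.8 ± 7.796 CPM (SD, n = 3) in L*er* and 106.7 ± 2.013 CPM (SD, n = 3) in *ag-11*, a log2 fold change of 0.012 (standard error 0.093, adjusted p = 0.97). In *ag-11 ap2-35* and *ag-11 ap2-43*, *ARF3* had 140.4 ± 8.274 and 146.6 ± 14.37 CPM (SD, n = 3 each), log2 fold changes of 0.395 (adjusted p = 0.016) and 0.458 (adjusted p = 0.01) vs *ag-11*, below the 1.5-fold threshold. *PWR* could not be matched to a locus of the annotation and has no values here. The paper places these genes among those that *AG* and *AP2* regulate in opposite directions, and from them reasons that *AP2* antagonizes *AG* in floral determinacy.

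**Figure D2:**
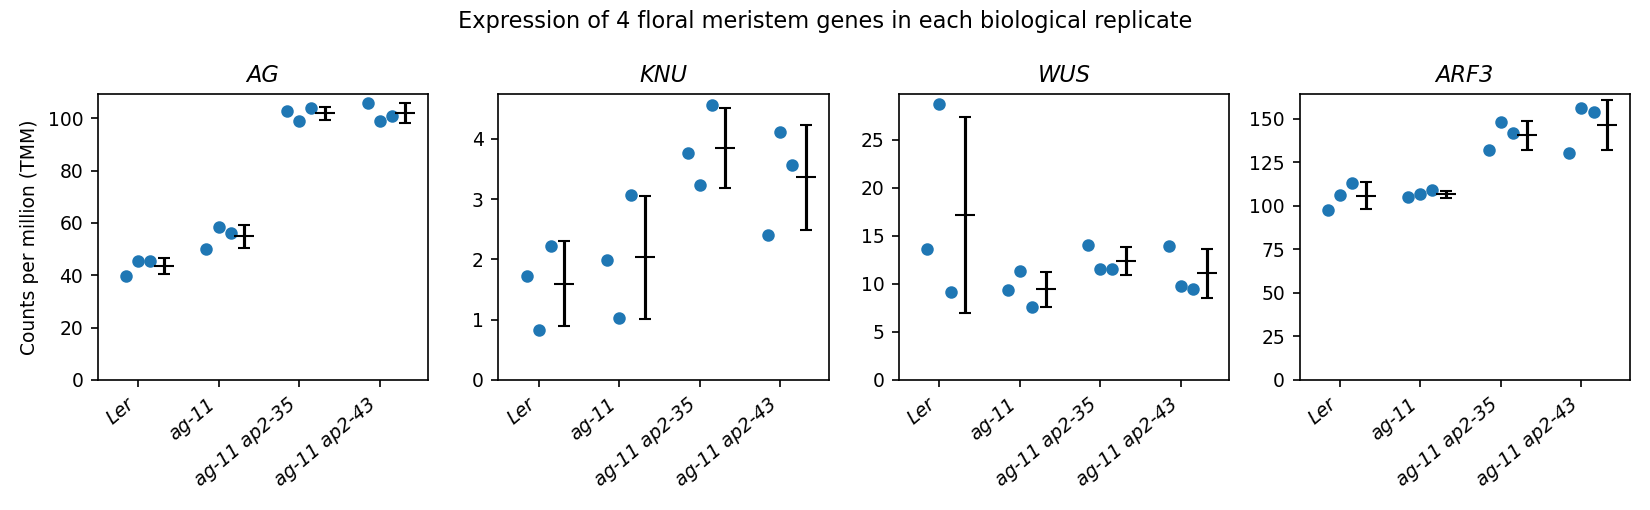
Expression of *AG*, *KNU*, *WUS* and *ARF3* in CPM, counts scaled to a common library size (vertical axis, from 0) in the 4 genotypes, with a point for each of the 3 biological replicates and the mean with its SD to their right. *AG* is 101.9 and 102.0 CPM in the double mutants against 54.93 CPM in *ag-11*, and the *WUS* replicates of L*er* spread from 9.19 to 28.7 CPM.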

Of particular note was that genes with previously established roles in floral stem cell regulation, such as *WUS*,* KNU*,* PWR*, and *ARF3*, were among the genes co‐regulated by *AG* and *AP2* in opposite directions (Fig. 5c). These findings show that *AP2* antagonizes the transcriptional activity of *AG* in the control of floral determinacy and perhaps in other aspects of flower development. It is worth noting that a much larger group of genes was affected by the *ap2* mutations (*ag‐11 ap2* vs *ag‐11*) than by *ag‐11* (*ag‐11* vs L*er*). 

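Past the same threshold, 899 genes were up-regulated and 1433 down-regulated in *ag-11 ap2-35* vs *ag-11*, 2332 in all, and 849 were up-regulated and 1353 down-regulated in *ag-11 ap2-43* vs *ag-11*, 2202 in all. These were 6.46 and 6.1 times the 361 genes of *ag-11* vs L*er*. The number with a Benjamini-Hochberg adjusted p below 0.05 and a fold change over 1.5 was 2357 and 2215, against 0 in *ag-11* vs L*er* (edgeR). The log2 fold changes of the double mutants vs *ag-11* had a Pearson's r of 0.9408 across the 20300 genes, which share the *ag-11* libraries and are not independent replicates. In both double mutants, 677 genes were up-regulated and 1138 down-regulated, and 0 genes changed in opposite directions. The largest increase with separated replicates was in AT4G11290 (a peroxidase family protein), with log2 fold changes of 5.057 and 4.699 in *ag-11 ap2-35* and *ag-11 ap2-43*. Next were AT3G12000 (a putative S-locus related protein), with 5.041 and 4.697, and AT1G06100 (a fatty acid desaturase family protein), with 4.280 and 4.224. These increases all rest on few counts. The *ag-11* libraries had 0, 0 and 2 for AT4G11290, 1, 5 and 0 for AT3G12000, and 0, 1 and 1 for AT1G06100. The largest decreases were in *PAP85* (AT3G22640), with -4.445 and -3.984. Without the first *ag-11* replicate, the up-regulated genes numbered 413 in *ag-11 ap2-35* and 416 in *ag-11 ap2-43*, and without the third they numbered 1757 and 1736. The paper proposes that ectopic *AG* expression in the outer whorls of *ap2* mutants accounts for part of this larger group.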

Ectopic *AG* expression in the outer two whorls in *ap2* mutants could have contributed to a portion of the differentially expressed genes in *ag‐11 ap2* vs *ag‐11*.

We next examined whether *AP2* has an effect on direct targets of *AG*. Among the 11 up‐regulated and 11 down‐regulated direct *AG* targets showing differential expression in *ag‐11* vs L*er*, five of each category showed differential expression in the two *ap2* mutants in the opposite direction (Fig. 5a,b). 

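Of the 22 AG-bound genes of Table S3, 9 passed the threshold in *ag-11* vs L*er* and in the opposite direction in both double mutants vs *ag-11*. These were 3 of the 11 up-regulated genes, AT1G12790, *RPT2* (AT2G30520) and *MYC3* (AT5G46760), and 6 of the 11 down-regulated genes, *SVB* (AT1G56580), *CRC* (AT1G69180), AT1G74130, *SHP2* (AT2G42830), *SHP1* (AT3G58780) and AT4G27980. AT5G46780 passed in *ag-11 ap2-35* but not in *ag-11 ap2-43*, where its log2 fold change was -0.518 after 0.809 in *ag-11*. Regardless of the threshold, 20 of the 22 genes changed in *ag-11* with one sign and in both double mutants with the other. So did 62.87% of the 20300 genes tested. The comparisons share the *ag-11* libraries and the 22 genes were listed for a change in *ag-11*, which favours opposite signs. No conclusion is therefore drawn from the signs. Of the 22 genes, *SARD1* and *LSH3* had the same sign in a double mutant as in *ag-11*. Their log2 fold changes were 0.050 and 0.080 in *ag-11 ap2-43* vs *ag-11*. The fit without the first *ag-11* replicate left 5 of the genes rescued in both double mutants, and no gene passed in *ag-11* at an adjusted p below 0.05.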

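*CRC* (AT1G69180), which is bound by AG according to Table S3, fell from 53.78 ± 6.232 CPM (SD, n = 3) in L*er* to 20.88 ± 6.361 CPM (SD, n = 3) in *ag-11*, and was 63.47 ± 20.68 CPM (SD, n = 3) in *ag-11 ap2-35* and 64.13 ± 16.5 CPM (SD, n = 3) in *ag-11 ap2-43*. Its log2 fold changes vs *ag-11* were 1.602 (standard error 0.273, adjusted p = 0.0053 from edgeR) and 1.616 (standard error 0.273, adjusted p = 0.0054), and the replicates of either double mutant lay above those of *ag-11* (exact permutation test, p = 0.10, as low as 3 against 3 can go). *DMR6* (AT5G24530) was 65.54 ± 29.28 CPM (SD, n = 3) in *ag-11*, 33.66 ± 6.496 CPM (SD, n = 3) in *ag-11 ap2-35* and 32.43 ± 5.894 CPM (SD, n = 3) in *ag-11 ap2-43*, with log2 fold changes of -0.961 (adjusted p = 0.051) and -1.014 (adjusted p = 0.043). *SARD1* was 7.503 ± 1.227 CPM (SD, n = 3) in *ag-11* and did not move beyond its replicate spread in the double mutants (6.411 ± 2.105 and 7.764 ± 0.5853 CPM, SD, n = 3 each). Moderated fold changes from DESeq2 lowered the values of *CRC* to 1.275 and 1.287, and leaving out the third *ag-11* replicate raised them to 1.895 and 1.912. The paper describes as restored the *AG* targets that changed in the opposite direction in the *ap2* mutants. It reasons from them that *AP2* acts on direct targets of *AG* in the opposite way. By the paper's own values, *SARD1* is not among the restored genes. The paper also reports carpelloid sepals in both double mutants, and *AG* RNA in the sepals of *ag-11 ap2-35*. Counts of whole inflorescences cannot tell a rise of *CRC* in these sepals from a return in the inner whorls.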

That is, the altered expression of these *AG* target genes in *ag‐11* was restored by the mutations in *AP2* (some of the genes are shown in Fig. 5d). These findings indicate that *AP2* exerts the opposite effect on *AG* direct target genes. We asked whether these *AG* target genes are also potential *AP2* direct targets. 

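*SHP1* (AT3G58780, chromosome 3, 21738160 to 21742517) and *SHP2* (AT2G42830, chromosome 2, 17820114 to 17824013) are marked in Table S3 as bound by AG and by AP2. *SHP1* had 13.94 ± 4.578 CPM in L*er*, 7.835 ± 0.5806 CPM in *ag-11*, 15.87 ± 2.235 CPM in *ag-11 ap2-35* and 17.48 ± 0.9578 CPM in *ag-11 ap2-43* (SD, n = 3 each). Its log2 fold change was -0.814 (standard error 0.203, adjusted p = 0.21 from edgeR) in *ag-11* vs L*er*, and 1.018 (standard error 0.200, adjusted p = 0.0085) and 1.158 (standard error 0.200, adjusted p = 0.0059) in the double mutants vs *ag-11*. *SHP2* had 11.82 ± 2.875 CPM in L*er*, 5.174 ± 0.6002 CPM in *ag-11*, 11.87 ± 1.139 CPM in *ag-11 ap2-35* and 13.31 ± 0.2904 CPM in *ag-11 ap2-43* (SD, n = 3 each). The log2 fold changes of *SHP2* were -1.180 (standard error 0.171, adjusted p = 0.063), 1.197 (standard error 0.169, adjusted p = 0.0028) and 1.363 (standard error 0.168, adjusted p = 0.0017), in the same order. For both genes all *ag-11* replicates lay below all replicates of each other genotype (exact permutation test, p = 0.10 per comparison, with 0.10 the lowest value available). The change of *SHP1* in *ag-11* was most sensitive to the second L*er* replicate, without which it was -0.539 and below the 1.5-fold threshold. AP2 binding is also marked for *SARD1* and AT1G04150 in Table S3. Combining these changes with the binding, the paper proposes that *AG* and *AP2* act directly and antagonistically on both *SHP* genes. As for *CRC*, counts of whole inflorescences cannot tell a rise in the carpelloid sepals of the double mutants from a return in the inner whorls.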

Using published AP2 ChIP‐seq data (Yant *et al*., 2010), we found that two (*SHATTERPROOF 1* (*SHP1*) and *SHP2*) of the five down‐regulated *AG* targets in *ag‐11* were bound by AP2 *in vivo* and therefore potentially direct targets of *AP2* (Table S3). Thus, *AG* and *AP2* probably have direct and antagonistic effects on the transcription of these genes.

### *AP2* antagonizes *AG* activity in controlling floral determinacy

To further establish that *AP2* antagonizes *AG* activity rather than inhibiting *AG* expression, we examined whether *AP2* affects floral determinacy when *AG* transcription is rendered independent of *AP2*. *AP2* is known to repress *AG* transcription in the outer two whorls through the large second intron of *AG* (Bomblies *et al*., 1999; Deyholos & Sieburth, 2000; Dinh *et al*., 2012). We expressed *AG* cDNA (thus devoid of the second intron) from the cauliflower mosaic virus 35S promoter. A transgenic line showing higher levels of *AG* RNA (Fig. 6a) and protein (Fig. 6b) was chosen for further analysis. This line exhibited the expected phenotypes, such as reduced plant stature and an absence of petals in the flowers (Fig. 6c) (Mizukami & Ma, 1992). To determine whether *AP2* could antagonize *AG* in the inner two whorls, it was necessary to express *AP2* there. But *AP2* is normally repressed in the inner two whorls by the microRNA miR172 (Chen, 2004). Thus, we expressed an miR172‐resistant version of *AP2* (*AP2m3*) under the 35S promoter (Chen, 2004). A transgenic line with increased *AP2* RNA (Fig. 6a) and protein (Fig. 6b) levels was chosen for further analysis. This line exhibited loss of floral determinacy (Fig. 6c), as previously reported for the overexpression of miR172‐resistant *AP2* (Chen, 2004; Zhao *et al*., 2007). To test whether *AP2* is functional in the presence of *35S::AG*, we crossed *35S::AP2m3* to *35S::AG*. In *35S::AG 35S::AP2m3* flowers, there were higher levels of both AP2 and AG proteins than in wild type. The gynoecia of *35S::AG 35S::AP2m3* flowers were bulged and present on top of elongated gynophores; the phenotype resembled that of the *35S::AP2m3* line but differed from that of the *35S::AG* line used in the cross (Fig. 6c). Therefore, *AP2* was able to antagonize the activity of *AG* even when *AG* was not under transcriptional repression by *AP2*.

**Figure 6:**
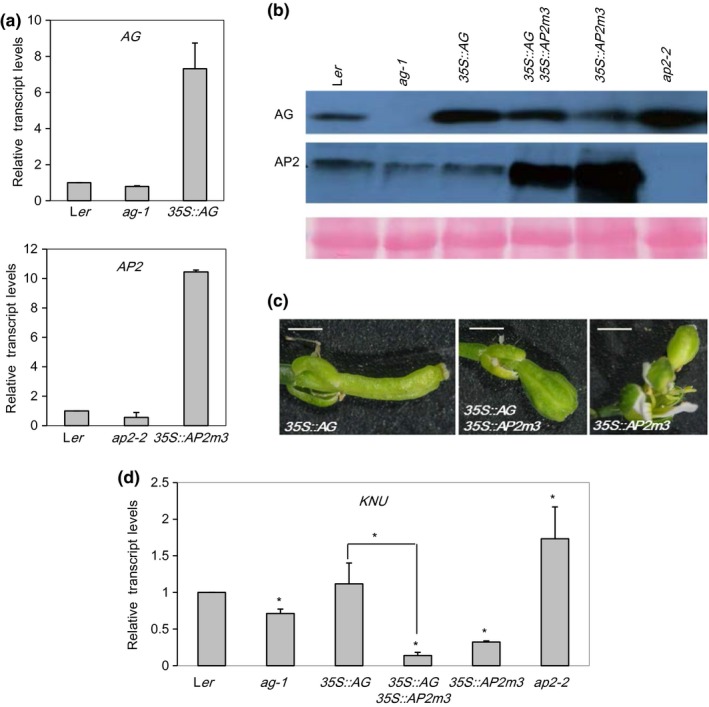
*APETALA2* (*AP2*) antagonizes *AGAMOUS* (*AG*) activity in controlling floral determinacy in *Arabidopsis thaliana*. (a) Real‐time reverse transcription−polymerase chain reaction (RT‐PCR) analysis of *AG* and *AP2* transcript levels in inflorescences of the indicated genotypes. (b) Western blot analysis of AG and AP2 protein levels in inflorescences of the indicated genotypes. Ponceau staining shown below was used as a loading control. (c) Floral phenotypes of the indicated genotypes. Bars, 2 mm. (d) Real‐time RT‐PCR analysis of *KNUCKLES* (*KNU*) transcript levels in inflorescences of the indicated genotypes. The asterisks directly above the genotypes indicate statistically significant changes relative to wild type (L*er*). The asterisk between *35S::AG* and *35S::AG 35S::AP2m3* indicates significant differences between these two genotypes. For (a) and (d), transcript levels were normalized to *UBIQUITIN* 5. Error bars indicate SD from three technical replicates.

*KNU* is the only gene known to act downstream of *AG* to promote floral determinacy (Sun *et al*., 2009). *AG* activates *KNU* expression at stage 6, and *KNU* in turn represses *WUS* expression (Sun *et al*., 2009). We investigated whether *AP2* also regulates *KNU* expression and, if so, whether it exerts the opposite effect to that of *AG*. We examined *KNU* RNA levels in the *ag‐11*,* ag‐11 ap2‐35* and *ag‐11 ap2‐43* RNA‐seq data. 

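*KNU* (AT5G14010) was among the weakly expressed genes, with 7 to 56 counts per library. Its expression was 2.032 ± 1.018 CPM (SD, n = 3) in *ag-11*, 3.853 ± 0.6657 CPM (SD, n = 3) in *ag-11 ap2-35* and 3.361 ± 0.8694 CPM (SD, n = 3) in *ag-11 ap2-43*. The log2 fold change vs *ag-11* was 0.914 (standard error 0.386, adjusted p = 0.11 from edgeR) and 0.715 (standard error 0.388, adjusted p = 0.21), respectively. The replicates of *ag-11 ap2-35* lay above those of *ag-11* (exact permutation test, p = 0.10, the minimum for 3 and 3 replicates), while those of *ag-11 ap2-43* overlapped with them (exact permutation test, p = 0.20). Neither change passed the threshold in this fit, which does not pair the replicates. With a replicate block, the log2 fold changes were 0.956 (standard error 0.337, adjusted p = 0.052 from edgeR) and 0.789 (standard error 0.341, adjusted p = 0.10), and *KNU* was higher than in the *ag-11* library of the same number in 3 of 3 pairs for either double mutant (exact paired permutation test, p = 0.25, the minimum for 3 pairs). The pairing is taken from the labels only. Without the third *ag-11* replicate, whose 3.07 CPM was the highest of that genotype, the log2 fold changes were 1.359 and 1.163. From the higher *KNU* transcript levels in the double mutants, the paper concludes that *AP2* represses *KNU*.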

*KNU* transcript levels were increased in *ag‐11 ap2‐35* and *ag‐11 ap2‐43* relative to *ag‐11* (Fig. 5c), indicating that *AP2* represses *KNU* expression. We also compared *KNU* expression in wild type, *ap2‐2* and *35S::AP2m3*. Consistent with a repressive role of *AP2* on *KNU* expression, *KNU* expression was higher in *ap2‐2* and dramatically reduced in *35S::AP2m3* relative to wild type (Fig. 6d). To address whether *AP2* antagonizes *AG* in terms of *KNU* expression regulation, we compared *KNU* expression in *35S::AG* and *35S::AG 35S::AP2m3*. *KNU* expression was similarly low in *35S::AP2m3* and *35S::AG 35S::AP2m3*, suggesting that *AP2* overexpression overcame the presence of high levels of AG protein (Fig. 6d). These findings show that *KNU*, a key target of *AG* in floral determinacy, is also regulated by *AP2* but in the opposite way.

## Discussion

Efforts to understand the mechanisms of stem cell regulation in plants have largely focused on the SAM, which maintains its stem cell population throughout the life of a plant. Floral meristems undergo genetically programed termination of stem cell fate and this process is coordinated with other programs of flower development, such as floral organ formation and fruit development. Thus, floral meristems offer a great model with which to understand stem cell maintenance and termination as well as the interplay between stem cell activity and other developmental processes. From a practical point of view, adjusting the timing of floral stem cell termination could influence fruit size, as floral stem cell termination is coupled to carpel primordia formation.

In *A. thaliana*, the termination of floral stem cell fate is accomplished by the repression of the stem cell maintenance gene *WUS* by *AG* at stage 6 of flower development when the carpel primordia have been formed. A feed‐forward loop consisting of *AG*, its target *KNU*, and *WUS*, a target of both *AG* and *KNU*, is probably at work to terminate floral stem cell fate (Fig. 7). In addition to *AG* and *KNU*, many other genes have been shown to participate in the repression of *WUS* (Bowman & Smyth, 1999; Carles *et al*., 2004; Zhao *et al*., 2007; Prunet *et al*., 2008; Ji *et al*., 2011; Liu *et al*., 2011; 2014a,b; Yumul *et al*., 2013). By contrast, how *WUS* expression is maintained in flower development is largely unknown. We showed that overexpression of *AP2* in flowers, achieved through the expression of miR172‐resistant *AP2*, leads to prolonged *WUS* expression and indeterminate floral meristems (Zhao *et al*., 2007). However, this evidence based on *AP2* overexpression was insufficient to establish a normal function of *AP2* in floral determinacy and maintenance of *WUS* expression.

**Figure 7:**
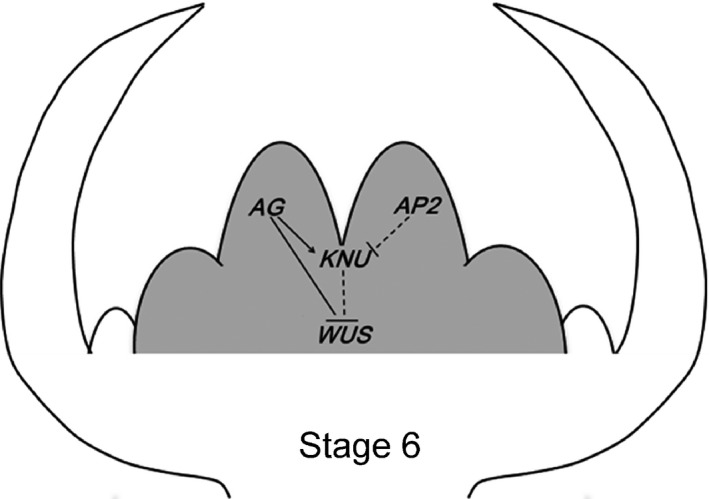
A model of *AGAMOUS* (*AG*) and *APETALA2* (*AP2*) in floral meristem determinacy in *Arabidopsis thaliana*. *KNUCKLES* (*KNU*) is the only gene known to act downstream of *AG* to promote floral determinacy, and it is used here as an example of a gene co‐regulated by *AG* and *AP2*. *KNU* expression is turned on at stage 6 in flower development, and it represses *WUSCHEL* (*WUS*) expression. *AP2* antagonizes *AG* by repressing the *AG* target gene *KNU*. Therefore, *AP2* could serve as a brake in the feed‐forward loop consisting of *AG*,*KNU* and *WUS*. Solid arrows, direct effects; dashed arrows, relationship may not be direct. Note that *AG* and *AP2* probably also act on other genes in the control of floral determinacy. As shown by RNA‐seq (Fig. 5), many genes involved in early flower development were found to be regulated by *AG* and *AP2* in opposite ways.

In this study, we provide loss‐of‐function evidence that *AP2* maintains *WUS* expression in the floral meristem and promotes floral stem cell fate. Two *ap2* alleles with early stop codons were isolated as suppressors of the floral determinacy defects of *ag‐11*. The prolonged *WUS* expression in *ag‐11* was suppressed by the two *ap2* mutations, suggesting that *AP2* promotes *WUS* expression. *AP2* is well known for its role in floral organ identity specification in the outer two floral whorls, where it represses *AG* transcription and promotes the formation of sepals and petals. Here, we show that *AP2* also has a role in the center of the flower, where it promotes stem cell maintenance. Another study also revealed a role of *AP2* in fruit development (Ripoll *et al*., 2011). Therefore, *AP2*'s function in flower development is not restricted to the outer two whorls.

Another important conclusion from this work is that *AP2* antagonizes *AG* in floral determinacy not through the repression of *AG* transcription, as it does in the outer two whorls. We show that the two *ap2* loss‐of‐function alleles suppress *ag‐11* without affecting *AG* RNA levels in the center of the flower where floral stem cells reside. We also show that *AP2* overexpression can compromise floral determinacy even when *AG* is overexpressed from the 35S promoter. Therefore, *AP2* must be able to antagonize the function of *AG* either directly or indirectly. We show that *AP2* reduces the expression of *KNU* even in the *35S::AG* background. Therefore, *AP2* could exert its antagonistic effects on *AG* by repressing the *AG* target gene *KNU*. *AP2* could serve as a brake in the feed‐forward loop consisting of *AG*,* KNU* and *WUS* (Fig. 7). Note that *KNU* is a direct target of *AG* (Sun *et al*., 2009), but it is not known whether *AP2* acts directly on the *KNU* locus.

Finally, this study revealed a remarkable and rather unexpected antagonistic relationship between *AG* and *AP2* at the genomic scale. The altered expression of 25–35% of the 357 DE genes in *ag‐11* was affected in the opposite direction by the two *ap2* loss‐of‐function mutations. 

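Of the 361 genes changed in *ag-11* vs L*er* in the edgeR fit, 129 (35.73%) changed in the opposite direction in *ag-11 ap2-35* vs *ag-11* and 113 (31.3%) in *ag-11 ap2-43* vs *ag-11*. The opposite change was found in both double mutants for 103 genes (28.53%), of which 68 were up-regulated and 35 down-regulated in *ag-11*, and in at least one of them for 139 genes (38.5%).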

Among the 357 genes, 22 are bound by AG *in vivo* and are probably direct *AG* targets. Ten of the 22 *AG* direct target genes were found to be co‐regulated by *AG* and *AP2* in opposite directions. 

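By the edgeR fit, 9 of the 22 genes met the threshold in *ag-11* vs L*er* and in the opposite direction in both double mutants, and 10 met it in at least one double mutant. In the fold changes and P-values printed in Table S3 itself, the paper's numbers are 10 genes in both double mutants and 12 in at least one. With the replicate number as a block, 11 genes were counted in both double mutants. The paper takes these genes as showing that *AP2* affects the transcriptional output of *AG* on its direct targets.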

Therefore, *AP2* has a profound and previously unappreciated effect on *AG*'s transcriptional output.

## Author contributions

X.C., L.X. and Z.G. planned and designed the research. Z.H., T.S., B. Z., R.E.Y. and X.L. performed experiments. C.Y. analyzed genomics data. X.C. and Z.H. wrote the manuscript.

## Supporting information

Please note: Wiley Blackwell are not responsible for the content or functionality of any Supporting Information supplied by the authors. Any queries (other than missing material) should be directed to the *New Phytologist* Central Office.

**Fig. S1** Genotyping of the *ag‐1* and *ag‐11* mutations in the F_1_ progeny of the cross *ag‐11* × *ag‐1*/+.
**Fig. S2** Phenotypes of the indicated genotypes.
**Fig. S3** RNA‐seq analysis of wild type (L*er*), *ag‐11*,* ag‐11 ap2‐35*, and *ag‐11 ap2‐43*.
**Table S1** Sequences of oligonucleotides used in this study
**Table S2** Floral organ counts and quantification of floral determinacy defects
**Table S5** The *P*‐value of overlaps between DE genes Click here for additional data file.

**Table S3** Genes with differential expression between *ag‐11* and L*er*
**Table S4** Genes with differential expression between *ag‐11 ap2‐35* and *ag‐11* and between *ag‐11 ap2‐43* and *ag‐11*
Click here for additional data file.

# Supplementary material for: APETALA2 antagonizes the transcriptional activity of AGAMOUS in regulating floral stem cells in Arabidopsis thaliana
**Source:** New Phytol. 2016 Sep 8;215(3):1197–209. doi: 10.1111/nph.14151
**Supplement:** Supplementary file 1 — Fig. S1 Genotyping of the ag‐1 and ag‐11 mutations in the F1 progeny of the cross ag‐11 × ag‐1/+. Fig. S2 Phenotypes of the indicated genotypes. Fig. S3 RNA‐seq analysis of wild type (Ler), ag‐11, ag‐11 ap2‐35, and ag‐11 ap2‐43. Table S1 Sequences of oligonucleotides used in this study Table S2 Floral organ counts and quantification of floral determinacy defects Table S5 The P‐value of overlaps between DE genes

**New Phytologist Supporting Information Figs S1–S3 and Tables S1, S2 & S5**

Article title: *APETALA2* antagonizes *AGAMOUS* in the regulation of stem cell maintenance in *Arabidopsis* flower development

Authors: Zhigang Huang, Ting Shi, Binglian Zheng, Rae Eden Yumul, Xigang Liu, Chenjiang You, Zhihong Gao, Langtao Xiao and Xuemei Chen

Article acceptance date: 18 July 2016

The following Supporting Information is available for this article:

**Fig. S1** Genotyping of the *ag-1* and *ag-11* mutations in the F<sub>1</sub> progeny of the cross *ag-11* x *ag-1/+*.

**Fig. S2** Phenotypes of the indicated genotypes.

**Fig. S3** RNA-seq analysis of wild type (*Ler*), *ag-11*, *ag-11 ap2-35*, and *ag-11 ap2-43*.

**Table S1** Sequences of oligonucleotides used in this study

**Table S2** Floral organ counts and quantification of floral determinacy defects

**Table S3** Genes with differential expression between *ag-11* and *Ler* (separate Excel file)

**Table S4** Genes with differential expression between *ag-11 ap2-35* and *ag-11* and between *ag-11 ap2-43* and *ag-11* (separate Excel file)

**Table S5** The *P*-value of overlaps between DE genes

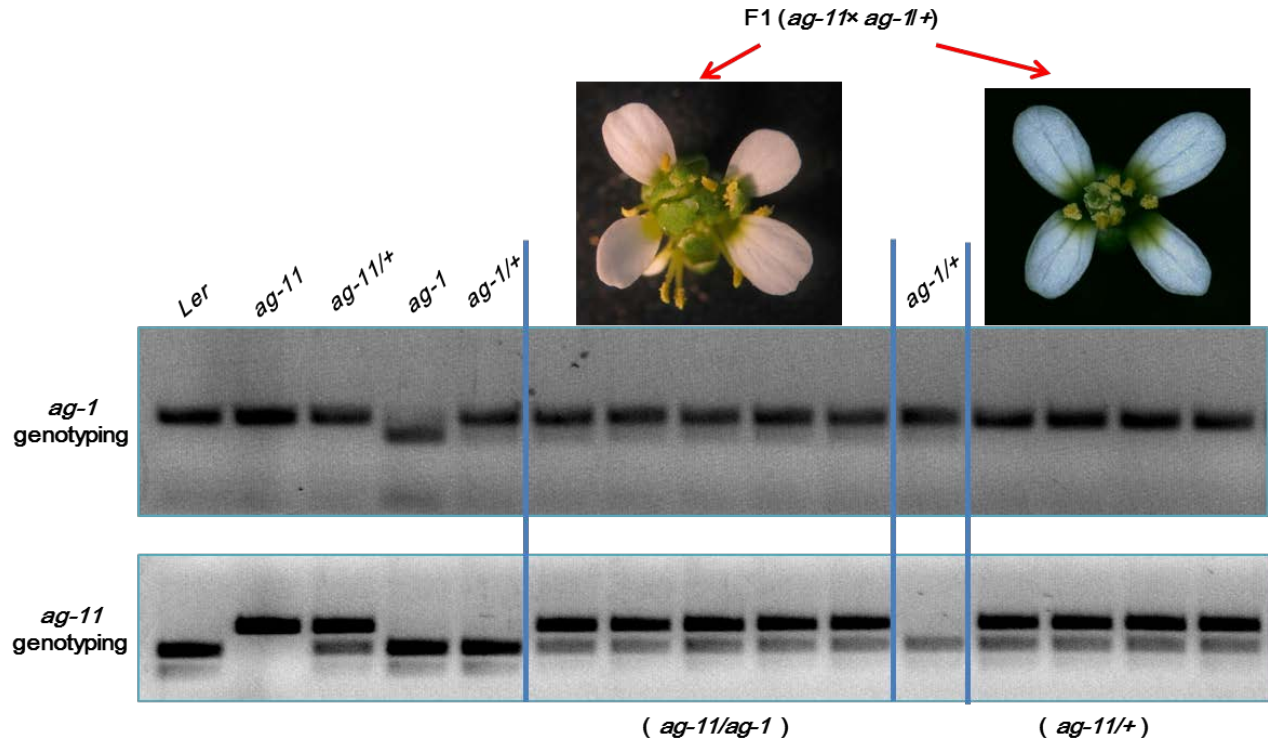

**Fig. S1** Genotyping of the *ag-1* and *ag-11* mutations in the F<sub>1</sub> progeny of the cross *ag-11* × *ag-1/+*. Plants of known genotypes (marked above the gel images) were used as controls for genotyping. '*ag-11/+*' and '*ag-1/+*' indicate plants heterozygous for *ag-11* and *ag-1*, respectively. The two floral images represent the phenotypes of the F<sub>1</sub> plants genotyped in the lanes below. These plants were first phenotyped and then genotyped, and their genotypes are indicated in parentheses below the gel images.

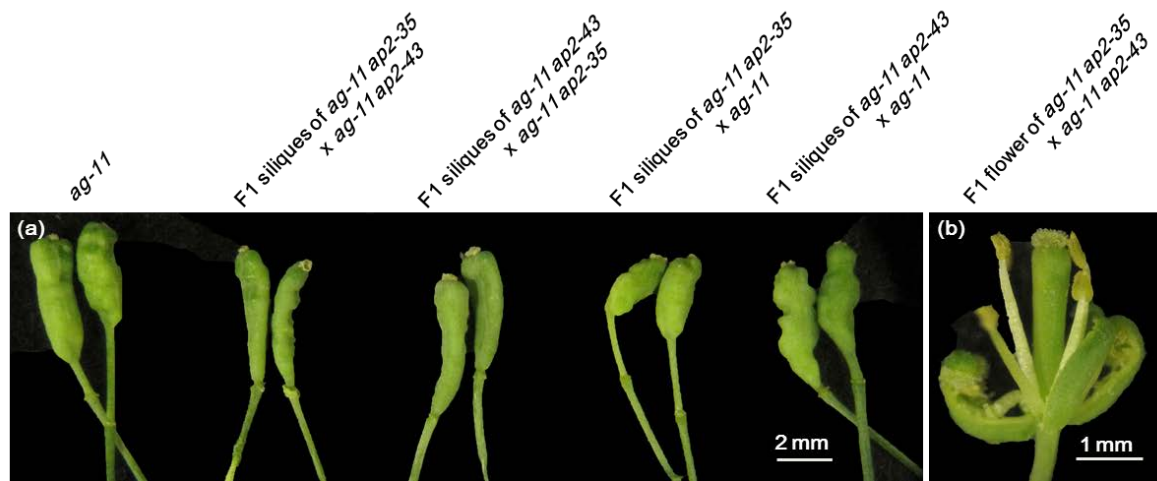

**Fig. S2** Phenotypes of the indicated genotypes. Representative (a) siliques and (b) flower from plants of the indicated genotypes. F<sub>1</sub>, F<sub>1</sub> progeny of the indicated crosses.

(a)

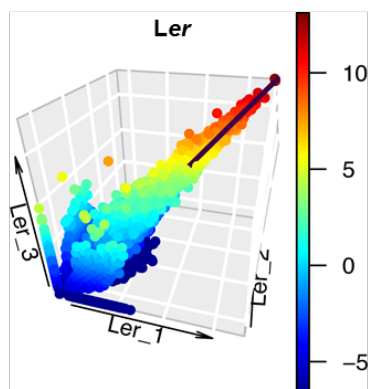

(b)

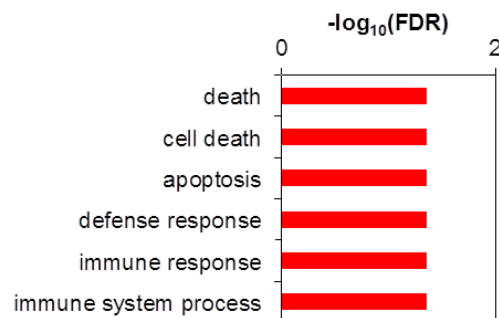

(c)

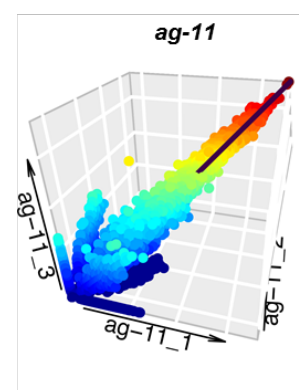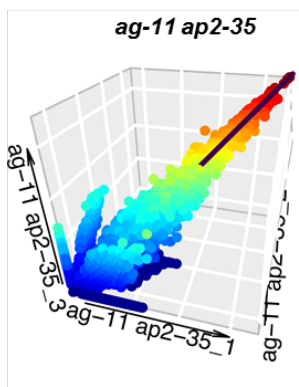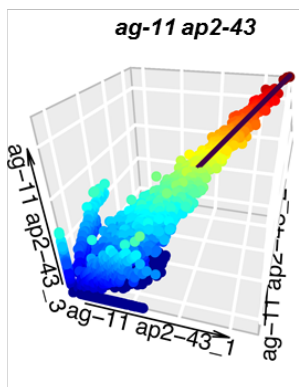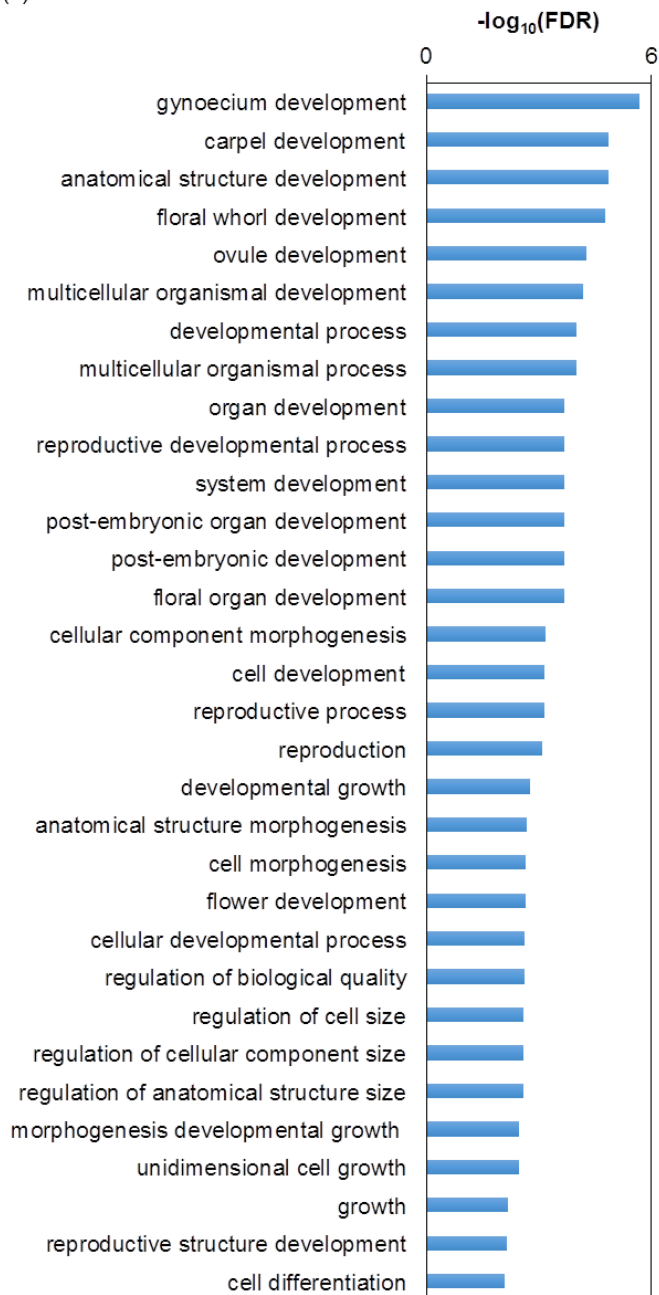

**Fig. S3** RNA-seq analysis of wild type (*Ler*), *ag-11*, *ag-11 ap2-35*, and *ag-11 ap2-43*. (a) Scatterplots of gene expression from three biological replicates for each genotype to show reproducibility. Expression levels are represented by reads per kilobase per million mapped reads (RPKM). The three dimensions represent the three biological replicates. (b, c) Significantly enriched GO terms in (b) the upregulated and (c) downregulated genes in *ag-11* vs *Ler*.

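RPKM divides the count of a gene by its length and by the total number of counted reads in the library, so that genes of different lengths and libraries of different depths can be compared. The length the authors used can be worked out from a count and its RPKM. For 12058 loci with enough counts, it differed between libraries by no more than a relative 9.6e-06, so the same lengths were used in all 12 libraries. With log2(RPKM + 1) in place of log2(CPM + 1), a choice made after seeing the files, the lowest r between replicates was 0.9722 in L*er*, 0.9849 in *ag-11*, 0.9882 in *ag-11 ap2-35* and 0.9907 in *ag-11 ap2-43*.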

**Table S1** Sequences of oligonucleotides used in this study

| Name   | Sequence                                       | Note                    |
|--------|------------------------------------------------|-------------------------|
| JAGp75 | CAATGTCTCCCAAAGAGCCCAGGAACTT                   | <i>ag-10</i> genotyping |
| JAGp76 | GCAACAAGGCATATAGATTTAATTTG                     |                         |
| ag-11F | GCAATTGATGGGTGAGACGATAGGG                      | <i>ag-11</i> genotyping |
| ag-11R | CTTTTCTGCATGTAGTCGATTTCAGA                     |                         |
| ag-1F  | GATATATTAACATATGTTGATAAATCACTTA                | <i>ag-1</i> genotyping  |
| ag-1R  | ATAGAATTACCTTCTTGGATCGG                        |                         |
| UBQF   | GGTGCTAAGAAGAGGAAGAA                           | Realtime RT-PCR         |
| UBQR   | CTCCTTCTTTCTGGTAAACGT                          |                         |
| AG-QF  | CTCAGGAACTTGGAAGGCAGAT                         | Realtime RT-PCR         |
| AG-QR  | CTCTTTTCTGCATGTAGTCGATTCA                      |                         |
| AP2-QF | GACGCACCACACCAAACACA                           | Realtime RT-PCR         |
| AP2-QR | ATCTTGGTCCACGCCGACTC                           |                         |
| KNU-QF | CGTCCTCGCTAACTCTCCAC                           | Realtime RT-PCR         |
| KNU-QR | ACGGATGAAACGGATCGTAG                           |                         |
| WUSSP6 | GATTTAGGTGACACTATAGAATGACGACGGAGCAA<br>ATCAAAA | <i>WUS</i> probe PCR    |
| WUST7  | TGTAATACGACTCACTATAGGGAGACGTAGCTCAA<br>GAGAAGC |                         |

**Table S2** Floral organ counts and quantification of floral determinacy defects

| Genotype            | Sepals | Petals | Stamen    | Carpels   | Internal organs<br>(%)* | <i>n</i> |
|---------------------|--------|--------|-----------|-----------|-------------------------|----------|
| <i>ag-11</i>        | 4 ± 0  | 4 ± 0  | 5.7 ± 0.8 | 2.6 ± 0.6 | 100%                    | 30       |
| <i>ag-11 ap2-35</i> | na     | na     | 5.3 ± 1.1 | 2.2 ± 0.5 | 16.7%                   | 30       |
| <i>ag-11 ap2-43</i> | na     | na     | 5.2 ± 1.1 | 2.1 ± 0.4 | 13.3%                   | 30       |

Values indicate the average and ± SD. na, not applicable. \*Percentage of gynoecia with internal floral organs.

**Table S5** The *P*-value of overlaps between DE genes

|                                      |                     | <i>Ler</i> vs <i>ag-11</i> |                   |
|--------------------------------------|---------------------|----------------------------|-------------------|
|                                      |                     | Downregulated genes        | Upregulated genes |
| <i>ag-11</i> vs. <i>ag-11 ap2-35</i> | Upregulated genes   | 2.20E-16                   | /                 |
|                                      | Downregulated genes | /                          | 3.13E-08          |
| <i>ag-11</i> vs. <i>ag-11 ap2-43</i> | Upregulated genes   | 1.49E-12                   | /                 |
|                                      | Downregulated genes | /                          | 9.78E-08          |

How the deposited data were processed for this re-analysis (not part of the article)

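Gene expression was measured by RNA-seq in inflorescences with flowers of stage 7 and younger of L*er*, *ag-11*, *ag-11 ap2-35* and *ag-11 ap2-43*, with 3 biological replicates per genotype and 12 libraries in all. Poly(A) RNA was used, and the 12 libraries were pooled and sequenced together. The authors kept the reads that passed the sequencer's quality filters, mapped unique reads to the L*er* genome with tophat without mismatches, and made each count with their own script from the reads in a gene region. Each deposited file holds, for 1 library, a count and an RPKM value for each of 32678 loci. The RPKM values were made by the authors from the counts, the gene lengths and the library totals, and the lengths implied by 12058 loci were the same in all files to a relative 9.6e-06. The counts carry no normalization. The files already include the authors' mapping and counting, and these steps could not be repeated.

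Total counts per library were 8779407 to 14639693, with a median of 12160857. By genotype, the lowest, median and highest totals were 8779407, 10085290 and 14639693 in L*er*, 11916760, 12404954 and 12873415 in *ag-11*, 11809461, 11810013 and 12555288 in *ag-11 ap2-35*, and 11176685, 12852864 and 13842004 in *ag-11 ap2-43*. A gene with 3 counts has 0.2049 to 0.3417 CPM (counts scaled to a common library size) at these depths. Of the 32678 loci, 31912 were in the TAIR10.1 annotation, from which coordinates, symbols and descriptions were taken. At least 1 count in any library was found for 26549 genes, and at least 10 counts in every library for 18189.

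Differential expression was computed from the counts with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F test after TMM normalization and the filterByExpr filter, in 1 fit to all 12 libraries with genotype as the factor. The fit tested 20300 genes, with a common dispersion of 0.0272, that is a biological coefficient of variation of 16.5%. A gene was called differentially expressed at a fold change over 1.5 and an unadjusted P-value below 0.01, which is the threshold of the paper's methods. Adjusted p are Benjamini-Hochberg values over the genes tested. The standard error of a log2 fold change is its size divided by the square root of the F statistic. CPM values use the TMM library sizes. Single genes were also compared by an exact permutation test of log2(CPM + 1), whose smallest p with 3 replicates against 3 is 0.10. The comparisons were *ag-11* vs L*er*, each double mutant vs *ag-11*, and the double mutants with each other.

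Overlaps between gene lists were tested by a one-sided Fisher's exact test over the genes tested and by 10000 random gene sets of the same sizes with a fixed seed. The paper's methods name a chi-squared test with random gene sets. Overlaps were also computed in 6 fits in which *ag-11* was divided so that no *ag-11* library entered both comparisons. In each of them, 1 *ag-11* library stood alone against L*er* or against the double mutants. Words in gene descriptions stood in for gene ontology terms and were tested by a two-sided Fisher's exact test, with adjustment over 4 tests. The distribution of differentially expressed genes was tested by Fisher's exact test in 62 windows of 2 Mb and 121 windows of 1 Mb. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

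The procedure was tested on simulated counts of 20300 genes with 200 changed genes. edgeR found 178 of these (89%), with 118 of the 20100 unchanged genes called (0.587%). DESeq2 1.42.0 with moderated fold changes found 148 (74%) with 6 unchanged genes called, and its fold changes were 0.593 times the true ones in slope. DESeq2 without moderation found 178 with 126 unchanged genes called. In 100 simulated gene lists, a planted overlap, a planted excess of a word and a planted window were found in 100, 100 and 100 lists. Without a planted signal, the p was below 0.05 in 4, 4 and 7 lists.

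The genes named in the text were chosen by a rule. They are every gene the paper names in the text on RNA-seq, in Fig. 5c and in Fig. 5d, together with *AP2*, and, for each of the 3 comparisons, the 3 genes with the largest log2 fold change in each direction among those past the threshold whose 3 replicates of one genotype all lie above the 3 of the other. The mapping of samples, the tests, the alternatives and this rule were written before the processed files arrived. The alternatives were the size factors of DESeq2 (RLE) in edgeR, no filter on low counts, a minimum of 10 counts in every library, DESeq2 with moderated and with unmoderated fold changes, only the libraries of the genotypes compared, the replicate number as a replicate block, a Benjamini-Hochberg adjusted p below 0.05 with the same fold change, leaving out each replicate in turn, log2(CPM + 0.1) for the correlations, and 1 Mb windows. The correlation of log2(RPKM + 1) was added after seeing the files.

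*PWR* was left out because its name could not be matched to a locus of the annotation. ChIP-seq binding was taken from Table S3, since no ChIP-seq data are in the files analysed here. Gene ontology terms, *in situ* hybridization, western blots and phenotype counts were not analysed. The positions of the *ag* and *ap2* mutations were computed from the TAIR10.1 sequence of the Columbia accession.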

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

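AT3G12000 (chromosome 3, 3818046 to 3819642), described as a putative S-locus related protein, was flagged because it is among the genes with the largest changes and is absent from the part of Table S4 that was available. That table is sorted by locus and runs past this gene before it is cut, and the text does not discuss the gene. Its log2 fold change was 5.041 (standard error 1.214, adjusted p = 0.017 from edgeR) in *ag-11 ap2-35* vs *ag-11* and 4.697 (standard error 1.229, adjusted p = 0.024) in *ag-11 ap2-43* vs *ag-11*, and all 3 replicates of each double mutant lay above all 3 of *ag-11* (exact permutation test, p = 0.10, the smallest that 3 against 3 can give). The counts were low, with 1, 5 and 0 in the *ag-11* libraries, 107, 84 and 26 in *ag-11 ap2-35* and 115, 29 and 39 in *ag-11 ap2-43*. In L*er* they were 3, 37 and 4, so 1 of the 3 wild-type libraries reached the level of the double mutants.

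The size of the fold change rests on the near absence of counts in *ag-11*. DESeq2 with moderated fold changes gave 0.539 and 0.446, past neither the 1.5-fold nor the P-value threshold, while DESeq2 without moderation gave 5.115 and 4.763. A candidate explanation for the gene's absence from Table S4 is therefore the moderation of its fold changes, since the values of 0.539 and 0.446 were below the threshold. Few counts alone do not account for the absence. AT1G06100 had fewer counts, with 13, 15 and 19 in *ag-11 ap2-35*, and is listed there. The standard error of its log2 fold change was smaller (0.648 against 1.214 for AT3G12000, edgeR). Whether reads of related S-locus genes were shared with this gene was not tested, and neither was a biological explanation for the second L*er* library. All 6 libraries of the 2 *ap2* alleles, with 26 to 115 counts, lay above all 3 *ag-11* libraries, with 0 to 5, so the direction was the same in every library, while the size of the change is uncertain at these counts. Differences between the collected tissues were not tested for this gene.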

How the results depend on the processing

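Of 73 results recomputed under the alternatives, 36 were unchanged under every one, and 780 of the 915 rows of alternatives were unchanged. Among the unchanged results were the fold changes of *AG* and *AP2* and the excess of defence and flower words. The words were recomputed only under DESeq2 with moderated fold changes, so their dependence on single replicates is not known. Of the results that are single genes named among many, 37 rows were weaker and 9 stronger.

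The *ag-11* vs L*er* comparison depended most on the threshold. With a Benjamini-Hochberg adjusted p below 0.05, 0 genes were up-regulated and 0 down-regulated, and the double mutants differed from each other in 0 genes. The 4 overlaps (0 genes each), the AG-bound genes up-regulated (0), down-regulated (0) and rescued in both double mutants (0), and the Fig. 5c genes past the threshold in *ag-11* (0) and in the opposite direction (0) follow from the empty lists. With only the libraries of the genotypes compared, fewer replicates estimate the spread. There were then 122 up- and 56 down-regulated genes in *ag-11*, 20 and 22 genes in the overlaps of genes down-regulated in *ag-11* with those up-regulated in *ag-11 ap2-35* and *ag-11 ap2-43*, 7 AG-bound down-regulated genes, and 11 genes between the double mutants. Unmoderated DESeq2 gave 142 down-regulated genes in *ag-11*, moderated DESeq2 gave 11 AG-bound up-regulated genes, and the fit with no low-count filter, which adds genes with few counts, gave 13 genes between the double mutants.

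The replicate block, which removes differences shared by libraries of the same number, raised the overlap of genes up-regulated in *ag-11* with those down-regulated in *ag-11 ap2-43* to 112 and the overlaps of down-regulated genes to 68 (*ag-11 ap2-35*) and 69 (*ag-11 ap2-43*). In the paired check of the labels, libraries with the same number had a mean r of 0.233, which was not compared with other numberings.

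The fits that each left out one replicate gave 104 to 1220 up- and 39 to 284 down-regulated genes in *ag-11*, 413 to 1757 up and 913 to 1806 down in *ag-11 ap2-35*, 416 to 1736 up and 838 to 1720 down in *ag-11 ap2-43*, and 2 to 46 genes between the double mutants. The overlaps were 21 to 240 (up in *ag-11*) and 20 to 227 (down in *ag-11*) for *ag-11 ap2-35*, and 16 to 213 and 16 to 226 for *ag-11 ap2-43*. Of the AG-bound genes, 2 to 8 up-regulated and 7 to 11 down-regulated genes passed and 5 to 11 were rescued in both double mutants. Of the Fig. 5c genes, 1 to 3 passed in *ag-11*. The log2 fold change of *KNU* was -0.121 to 0.65 in *ag-11* vs L*er* and 0.604 to 1.359 in *ag-11 ap2-35* vs *ag-11*, that of *WUS* in *ag-11* vs L*er* was -1.159 to -0.266, and that of *ARF3* in *ag-11* vs L*er* was -0.042 to 0.064. The signs that reversed were those of *KNU* without the third *ag-11* replicate (-0.121) and of *ARF3* without the first L*er* replicate (-0.042) and without the third *ag-11* replicate (-0.004), each within its standard error of 0.

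The lowest correlation between replicates of L*er*, *ag-11*, *ag-11 ap2-35* and *ag-11 ap2-43* was 0.9707, 0.9838, 0.9858 and 0.9879 with log2(CPM + 0.1), which gives more weight to low counts, and 0.9611, 0.9726, 0.9796 and 0.9852 over genes with at least 10 counts, which drops the many genes without expression. With log2(RPKM + 1), chosen after seeing the data, it was 0.9849, 0.9882 and 0.9907 in the last 3 genotypes. Depth limits the results for weakly expressed genes such as *KNU*, which had 7 to 56 counts per library and is not in the fit that requires 10 counts in every library.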

Differences from the paper's values

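The paper's number of AG-bound genes up-regulated in *ag-11* is 11, and 7 passed the threshold here. Of the alternatives set before the files arrived, no low-count filter (8), DESeq2 with moderated fold changes (11), DESeq2 without moderation (10), the replicate block (9), and leaving out the third L*er* replicate (8) or the first *ag-11 ap2-35* replicate (8) came within 1.5 times of the paper's number, and the other 14 alternatives did not. By Table S3, the paper's number of up-regulated AG-bound genes rescued in both double mutants is 5, against 3 here. No low-count filter (4), DESeq2 with moderated (5) and unmoderated (4) fold changes, the replicate block (5), and leaving out the third *ag-11* replicate (5), the first *ag-11 ap2-35* replicate (4) or the first *ag-11 ap2-43* replicate (4) closed this gap, and the other alternatives did not.

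For *CRC*, the paper's log2 fold changes in its supplementary tables are -1.079 in *ag-11* vs L*er*, 1.275 in *ag-11 ap2-35* vs *ag-11* and 1.287 in *ag-11 ap2-43* vs *ag-11*, against -1.364, 1.602 and 1.616 here. DESeq2 with moderated fold changes gave -1.079, 1.275 and 1.287. Leaving out the first L*er* replicate (-1.295), the third L*er* replicate (-1.34), the first *ag-11* replicate (-1.292) or the second *ag-11* replicate (-1.202) brought the first value within its standard error of the paper's. For the second value this held without the first (1.529) or second (1.439) *ag-11* replicate or the third *ag-11 ap2-35* replicate (1.319), and for the third value without the first (1.543) or second (1.454) *ag-11* replicate or the second (1.488) or the third (1.543) *ag-11 ap2-43* replicate. The other alternatives did not close these gaps.

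The genes with the largest changes had smaller log2 fold changes in the supplementary tables. In *ag-11* vs L*er*, the paper's value is 0.9005 for *RTL3* against 2.240 here, 0.7198 for AT5G39580 against 2.040, 0.9038 for AT1G63380 against 2.040, -0.722 for *HVA22J* against -2.708, -0.8597 for *AGP11* against -2.448, and -1.103 for *FH3* against -2.220. In *ag-11 ap2-35* vs *ag-11*, the paper's value is 1.163 for AT4G11290 against 5.057 here, 1.317 for AT1G06100 against 4.280, -0.8068 for *PAP85* against -4.445, -1.134 for AT1G02620 against -4.098, and -1.286 for AT2G47880 against -4.033. In *ag-11 ap2-43* vs *ag-11*, the paper's value is 0.9897 for AT4G11290 against 4.699 here, 1.289 for AT1G06100 against 4.224, -0.7834 for *PAP85* against -3.984, -1.535 for *RTFL21* against -3.873, and -1.276 for AT2G47880 against -3.861.

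With DESeq2 and moderated fold changes, these genes came within their standard errors of the paper's values. The values were 0.893, 0.715, 0.881, -0.717, -0.856 and -1.099 in *ag-11* vs L*er*, 1.151, 1.301, -0.805, -1.13 and -1.281 in *ag-11 ap2-35* vs *ag-11*, and 0.979, 1.273, -0.782, -1.523 and -1.271 in *ag-11 ap2-43* vs *ag-11*, in the order above. Without the second L*er* replicate, *HVA22J* (-1.114) and *AGP11* (-0.925) were also within their standard errors of the paper's values. No other alternative set before the files arrived closed any of these gaps. The same setting gave 246 up- and 116 down-regulated genes in *ag-11*, of which 246 and 107 are in Table S3, and an r of 1 with the log2 fold changes of the 357 genes in that table. The main setting shared 187 and 71 genes with it, with an r of 0.9436.

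The legend of Fig. 5c describes its genes as changed in *ag-11* and restored by the *ap2* mutations. Here 1 of the 26 genes tested passed the threshold in *ag-11* vs L*er*, and 1 of the 30 is listed in Table S3. The text places *KNU* and *ARF3* among the genes that *AG* and *AP2* regulate in opposite directions. Here the log2 fold change in *ag-11* vs L*er* was 0.308 (standard error 0.417) for *KNU* and 0.012 (standard error 0.093) for *ARF3*, the same sign as in the double mutants vs *ag-11*. The text also reports that *WUS* expression is prolonged in *ag-11* and suppressed in the double mutants, from *in situ* hybridization. In the RNA-seq counts of whole inflorescences the log2 fold change of *WUS* was -0.843 (standard error 0.343) in *ag-11* vs L*er*. It was 0.392 (standard error 0.343) and 0.241 (standard error 0.344) in the double mutants vs *ag-11*. The first value leans on the second L*er* replicate, with 28.7 CPM against 13.6 and 9.19 in the others. The hybridization result concerns flowers at stages when *WUS* is normally off. The libraries pool the earliest of these stages with younger flowers, in which the paper detects *WUS* in wild type. These counts therefore cannot test whether *WUS* expression is prolonged, and they do not contradict that result. The text gives both *ap2* mutations as G-to-A changes, and on the coding strand the *ap2-35* mutation is C34T, counted from the first base of the start codon.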

Other observations

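With the 6 libraries of each comparison divided into 3 and 3 in all 10 ways, the same threshold gave as many differentially expressed genes as the real division in 5 of the 10 splits for *ag-11* vs L*er*. The other splits of these libraries gave 5 to 656 genes (median 127), against 361. For *ag-11 ap2-35* vs *ag-11* only the real division, 1 of the 10 splits, gave as many (2332, against 3 to 518), and likewise 1 of the 10 splits for *ag-11 ap2-43* vs *ag-11* (2202, against 6 to 450). With 10 splits the share cannot fall below 0.1, so none of these counts can show a difference at 0.05. The double mutants compared with each other differed in 7 genes, and 7 of the 10 splits gave as many (4 to 174). After these numbers had been seen, the splits of *ag-11* vs L*er* were sorted by the third replicates, whose scores on the shared deviation described below were the highest (0.52 for L*er* and 0.45 for *ag-11*). The 4 other splits that put both on the same side gave 404 to 656 genes, all above 361, and the 5 that separate them, as the real division does, gave 5 to 127, all below it. The count of 5 of 10 therefore follows the deviation that these libraries share, and it does not show that the difference between *ag-11* and L*er* is a chance result. The paper and the labels name no technical batch with which the splits could be compared.

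Genes changed in *ag-11* tend to change the opposite way in the double mutants, and the shared *ag-11* libraries could produce this by themselves. With no *ag-11* library shared, the overlap in opposite directions would then fall to the number expected by chance. It was a median of 4.015 times that number for *ag-11 ap2-35* and 3.601 times for *ag-11 ap2-43* over 6 fits, above 1 in all 6. Each of these fits set 1 *ag-11* library, with no spread of its own, against L*er* or against the double mutants, so the gene lists are less certain. Within that limit, shared libraries alone do not account for the overlap of the gene lists. Over all genes the picture is less firm. The Pearson's r across genes between the fold changes of *ag-11* vs L*er* and of the double mutant vs *ag-11* was -0.3863 and -0.3804 with shared libraries. Without sharing, it ranged from -0.3667 to 0.1258 for *ag-11 ap2-35* and from -0.3521 to 0.1365 for *ag-11 ap2-43*, and was above 0 where the third *ag-11* replicate alone, or the first and the third together, was set against L*er*. Genes are not independent replicates, and no p was attached to these values.

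The genes changed in *ag-11* and rescued in the double mutants were returned past the L*er* level in the median. The median share of the *ag-11* change that was undone was 1.146 and 1.134 for the up-regulated genes and 1.057 and 1.043 for the down-regulated genes, in *ag-11 ap2-35* and *ag-11 ap2-43*. These genes were selected for changes in both comparisons, which inflates such shares, so the values are given without an explanation.

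The number of genes changed in *ag-11* depended on single replicates. If 1 deviating replicate produced the list, leaving out that replicate and no other would lower the number by more than 1.5 times. It fell that far in 2 of the 6 fits, to 178 genes without the second L*er* replicate and to 143 without the first *ag-11* replicate, and it rose to 1403 without the third L*er* replicate and to 694 without the third *ag-11* replicate. Since neither outcome written in advance was met (a fall for one replicate only, or about equal numbers throughout), the test does not settle whether deviating libraries shaped the list. The reading of this test as undecided was set in the script after the value was seen.

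Libraries of different genotypes deviated together from their genotype means. The first principal component of these deviations held 47.54% of their variance and the second 16.63%. The scores on the first were highest for the third replicates of L*er* (0.52), *ag-11* (0.45) and *ag-11 ap2-35* (0.28), and lowest for the second L*er* replicate (-0.36). Across genes, its loadings had an r of -0.03 with exon GC content and -0.09 with gene length, so neither bias accounts for it. Across the 12 libraries, the score had a Pearson's r of 0.42 with the logarithm of the total count (permutation p = 0.16) and a Spearman's rho of 0.18 (permutation p = 0.57). Without the 2 libraries farthest from the median total, r was 0.12, so what relation there is rests on those libraries. This was the only such relation across libraries, the paper and the labels name no batches in which to repeat it, and its prediction was written after the values were seen. A different share of older flowers in the collected tissue was tested with a list of stage words. Among the 500 genes at the low end of the component, such words were 2.098 times as frequent as among the other genes (15 genes, odds ratio 2.131, Fisher's exact test, p = 0.012). This missed the threshold of 0.005 set in advance. At the high end the words were 1.089 times as frequent (8 genes, Fisher's exact test, p = 0.71). The genes with the largest loadings were looked at after the words had been chosen. Among the 12 at the low end, raised most in the second L*er* replicate, were *VGD1*, *sks13*, *PGA4* and the pectin lyase-like proteins AT3G07850, AT3G14040, AT5G07410 and AT1G30350. The DUF1216 proteins AT3G28790 and AT3G28830 were also at this end. Among the 12 at the high end were *FTM1*, *ADH1*, *ARD3*, the histone gene AT5G59690 and the wound-responsive family proteins AT4G33560 and AT4G10270. AT3G10040 (a DNA-binding transcription factor) and AT4G24110 were also at the high end. Few of these descriptions contain a stage word, so the list of words can miss genes of this kind. A different share of older flowers or anthers therefore remains a candidate explanation for the low end. At the high end the words gave no sign of it, and no cause for the component was established.

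If this shared deviation produced the list of genes changed in *ag-11*, these genes could have larger loadings than others, and their median loading was 0.91 times that of the other genes. This ratio decides nothing, because the F test selects against genes that vary within genotypes. If the means of *ag-11* and L*er* were apart along the deviation, the log2 fold changes would follow the signed loadings. Their Pearson's r was 0.10 across 18189 genes, at the lower edge of the range from 0.1 to 0.5 in which the test was set to decide nothing, so a part of the deviation in this comparison cannot be excluded. For the double mutants vs *ag-11*, r was 0.56 for either, and the ratios of the median loadings were 1.89 and 1.92. The double mutants thus differ from *ag-11* partly in the direction in which replicate libraries of 1 genotype differ from each other. Whether this comes from the *ap2* mutations, from a difference in the collected tissue such as its mix of flower stages, or from both cannot be told from these data. In the fits without shared *ag-11* libraries, genes changed in the same direction in both comparisons were at most a median of 0.3164 times the number expected. This median does not decide whether the deviation produced the overlaps, because the direction it would give depends on the fit. The first and second *ag-11* replicates have low scores (-0.23 and -0.22), and set against L*er* they would give changes opposite to those of the double mutants, while the third (0.45) would give changes in the same direction. With the third alone against L*er*, the overlap in opposite directions was the lowest of the 6 fits, but still 2.838 and 2.364 times the number expected, and that in the same direction was the highest, 0.7246 and 0.6001 times. The size of the overlap thus varied with the deviation, and a contribution of it to the overlaps cannot be excluded. These fits were compared by score after their values had been seen. The predictions for the ratio and the overlaps were written after the deviation had been seen, and that for r also after it but before r was computed. For the double mutants no prediction of r was written. Genes are not independent replicates, and no p was attached to these values.

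Differentially expressed genes of *ag-11* vs L*er* were concentrated in 1 of 62 windows of 2 Mb, on chromosome 2 from 2000001 to 4000000, with 14 of the 91 genes tested where 1.625 were expected (Fisher's exact test, adjusted p = 5e-08). With 1 Mb windows, the same 14 genes lay among 52 tested between 3000001 and 4000000 (Fisher's exact test, adjusted p = 3e-11 over 121 windows). Neither double mutant vs *ag-11* had such a window. A segment of another origin linked in *ag-11* would give such a window. However, all 14 genes were up-regulated, with log2 fold changes of 0.824 to 1.848, and all 14 had at least 50% of their exon 31-mers in the mitochondrial genome of the reference, against 31 of the other 77 genes tested in the window (Fisher's exact test, p = 1.6e-05). The 45 matching genes span 3246019 to 3503476, and 44 of them had a log2 fold change above 0. The prediction of this test was written after the window had been seen and before the match was computed. Their summed expression was 119.7 ± 15.68 CPM (SD, n = 3) in L*er*, 196 ± 14.52 in *ag-11*, 208.7 ± 25.1 in *ag-11 ap2-35* and 203.6 ± 19.55 in *ag-11 ap2-43*, and each *ag-11* library lay above each L*er* library (exact permutation test, p = 0.10, the smallest possible). A candidate explanation is that reads of mitochondrial RNA were counted on these genes and were more abundant in all *ag-11* backgrounds. A linked segment remains possible, because the *ag-11* libraries and both double mutants share that background, and no L*er* genome was in the files to test strain variants. Whether the difference is biological cannot be told from these data. None of the 14 genes changed in the opposite direction past the threshold in a double mutant, and 347 differentially expressed genes remain without them.

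The *ap2* alleles carry premature stop codons, which can lower the level of an mRNA. *AP2* (AT4G36920) had 39.19 ± 1.033 CPM (SD, n = 3) in L*er*, 35.69 ± 5.112 in *ag-11*, 40.4 ± 2.085 in *ag-11 ap2-35* and 41.73 ± 2.456 in *ag-11 ap2-43*. The lower of the double mutants was 1.132 times *ag-11*, so *AP2* counts were not reduced, and the replicates of *ag-11* overlapped with those of either double mutant (exact permutation test, p = 0.30 for either).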
